# A paternal methyl donor-rich diet altered cognitive and neural functions in offspring mice

**DOI:** 10.1038/mp.2017.53

**Published:** 2017-04-04

**Authors:** D P Ryan, K S Henzel, B L Pearson, M E Siwek, A Papazoglou, L Guo, K Paesler, M Yu, R Müller, K Xie, S Schröder, L Becker, L Garrett, S M Hölter, F Neff, I Rácz, B Rathkolb, J Rozman, G Ehninger, M Klingenspor, T Klopstock, E Wolf, W Wurst, A Zimmer, H Fuchs, V Gailus-Durner, M Hrabě de Angelis, K Sidiropoulou, M Weiergräber, Y Zhou, D Ehninger

## Abstract

Dietary intake of methyl donors, such as folic acid and methionine, shows considerable intra-individual variation in human populations. While it is recognized that maternal departures from the optimum of dietary methyl donor intake can increase the risk for mental health issues and neurological disorders in offspring, it has not been explored whether paternal dietary methyl donor intake influences behavioral and cognitive functions in the next generation. Here, we report that elevated paternal dietary methyl donor intake in a mouse model, transiently applied prior to mating, resulted in offspring animals (methyl donor-rich diet (MD) F1 mice) with deficits in hippocampus-dependent learning and memory, impaired hippocampal synaptic plasticity and reduced hippocampal theta oscillations. Gene expression analyses revealed altered expression of the methionine adenosyltransferase *Mat2a* and BK channel subunit *Kcnmb2*, which was associated with changes in *Kcnmb2* promoter methylation in MD F1 mice. Hippocampal overexpression of *Kcnmb2* in MD F1 mice ameliorated altered spatial learning and memory, supporting a role of this BK channel subunit in the MD F1 behavioral phenotype. Behavioral and gene expression changes did not extend into the F2 offspring generation. Together, our data indicate that paternal dietary factors influence cognitive and neural functions in the offspring generation.

## Introduction

Epigenetic regulation of gene expression is centrally facilitated by the addition of methyl groups (CH_3_) to DNA cytosine nucleotides.^1^ Abundant methylation in gene promoters, particularly in CpG residues, recruits chromatin modifiers and transcriptional repressors in a manner that usually silences gene expression.^2, 3^ Such methylation-based control of gene expression is thought to have an important role in numerous physiological processes including the regulation of neural functions and behavior.^4, 5^

DNA methylation patterns are sensitive to diet. Food-derived nutrients such as choline and methionine are prominent sources of methyl donors.^6^ Dietary folate is critical to the synthesis of S-adenosylmethionine (SAM), another important methyl substrate.^7^ Insufficient maternal folic acid (FA) intake has long been associated with elevated risk for neural tube defects^8^ (reviewed by Blom *et al.*^9^). Dietary intake of methyl donors is subject to substantial variability within human populations.^6, 10^ Variation in methyl donor consumption may derive from seasonal food availability, which is sufficient to alter genome-wide CpG methylation patterns.^11, 12^ Countries like the United States have fortification programs that enforce FA supplementation, while other countries do not.^13^ On a population level, such fortification programs led to an increase in serum folate concentrations of up to 150% or greater.^14, 15^ In addition to FA fortification, methyl donors such as vitamin B12 are present in vitamin supplements but are also added to diverse foods including energy drinks.^16^

Despite the well-documented positive effects of methyl donor supplementation, there is increasing evidence that excessive consumption of methyl donors may have deleterious effects and result in adverse health outcomes in directly exposed individuals.^17^ Disruption of fetal development and fetal resorption were observed when pregnant mice were fed a FA-rich diet.^18, 19^ In humans, maternal consumption of high doses of FA during pregnancy may elevate the risk for asthma, atopic dermatitis and allergies in their children.^20, 21, 22^ Exposing females to a folic acid-rich diet during a period before mating caused reversal learning deficits in offspring mice (Henzel *et al.*, unpublished data), suggesting that exposure of female germ cells to excess FA may be sufficient to result in behavioral alterations in the next generation.

Whether increased paternal methyl donor intake has effects on offspring health has not been addressed to date. Given the emerging appreciation that sperm contribute epigenetic information to offspring,^23^ we performed a first study to test the hypothesis that a methyl donor-enriched paternal diet^24^ (enriched for FA, L-methionine, choline, zinc, betaine and vitamine B_12_), administered for 6 weeks before mating, alters behavioral, metabolic and neurophysiological functions in offspring.

## Materials and methods

### Mice

All mice were housed under SPF conditions with 2–5 mice per cage on a 12:12 h light/dark cycle with food and water available *ad libitum*. Mouse studies were approved by ‘Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen’ (Recklinghausen, Germany), ‘Regierung von Oberbayern’ (Munich, Germany) (in accordance with the German Animal Health and Welfare Act, German Federal Law, §8 Abs. 1 TierSchG) or by the Chancellor’s Animal Research Committee at Qingdao University, China (in accordance with National Institutes of Health guidelines). Young adult C57BL/6J males were purchased from Charles River (Sulzfeld, Germany). After an acclimation phase of several weeks, the mice were randomly assigned to two groups. The control diet (CD) group was fed a standard Teklad global 18% protein rodent-breeding diet (T.2918.12, Envigo, Indianapolis, IN, USA) while the methyl donor-rich diet (MD) group received a specialized 3MS ZM diet based on the same formula (T.110835, Envigo). As previously described^24^ the 3MS ZM diet was supplemented with the following (per 1 kg chow): 7.5 g L-methionine, 15 g choline, 15 g betaine, 15 mg FA, 1.5 mg vitamin B_12_ and 150 mg zinc. After 6 weeks of feeding, males were individually mated with young adult 129S6/SvEv female mice purchased from Taconic (Ejby, Denmark) to generate the F1 offspring of MD and CD fathers. We chose to perform experiments in F1 offspring animals on a C57BL/6 J × 129S6/SvEv background because these mice are isogenic and they are often better learners than the inbred parental mouse strains,^25, 26^ which is consistent with the general notion of hybrid vigor associated with outbreeding.^27^ F2 offspring were created by mating male F1 offspring of MD or CD fathers with female F1 offspring of CD fathers. Contact between males and offspring was excluded and offspring were left undisturbed with their dam until weaning at the age of 21 days. Adult CD and MD offspring (F1, F2) were assessed in balanced sex ratios. All experiments were conducted blind to group assignment.

### Morris water maze

We assessed spatial learning and memory using a hidden version of the Morris water maze as previously described (see also Supplementary Methods, for further details).^28, 29^

### Context fear conditioning

To assess conditioned fear, we used a video fear conditioning system (Med Associates, Fairfax, VT, USA) essentially as previously described.^30^ Mice received a single training session of 181 s with one 0.75 mA shock (1 s) after 120 s. During testing, one day later, animals were returned to the conditioning chambers for a 3 min context test and the conditioned fear responses (% time freezing) were quantified using an automated system (Med Associates).

### Accelerating rotarod

An accelerating rotarod (Bioseb, Vitrolles, France) was used to measure motor coordination, balance and motor learning abilities.^31^ Mice were placed on the rotarod and the rod rotations were subsequently accelerated from 4 to 40 r.p.m. during the 5 min trial period. Trials were terminated when animals fell off the rod, showed passive cycling or when 5 min had elapsed, whichever came first. Animals were given three trials with inter-trial intervals of 15 min. Average data from the three trials are presented.

### Startle reflex and pre-pulse inhibition

Startle reflex and pre-pulse inhibition were assessed using a startle apparatus setup (Med Associates) including four identical sound-attenuating cubicles. Background noise was 65 dB, and startle pulses were bursts of white noise (40 ms). A session was initiated with a 5-min acclimation period followed by five presentations of leader startle pulses (110 dB) that were excluded from statistical analysis. Trial types for the pre-pulse inhibition included four different pre-pulse intensities (67, 69, 73 and 81 dB); each pre-pulse preceded the startle pulse (110 dB) by a 50 ms inter-stimulus interval. Each trial type was presented 10 times in random order, organized in 10 blocks, each trial type occurring once per block. Inter-trial intervals varied from 20 to 30 s.

### Open field

The test apparatus (ActiMot, TSE, Bad Homburg, Germany) was a transparent and infrared light-permeable acrylic test box (internal dimensions: 45.5 cm × 45.5 cm × 39.5 cm) equipped with two pairs of light-beam strips. After being undisturbed for 30 min before testing, animals were allowed to freely explore the test arena for 20 min. Illumination levels were set at ~150 lux in the corners and 200 lux in the middle of the test arena. We compared total distance traveled, number of rearings and total time spent in the center during the 20 min period across groups.

### Grip strength

We used a grip strength meter system (Bioseb) to determine grip strength of the mice. The task exploits the tendency of the mice to grasp a horizontal metal grid while being pulled at the tail. During the setup for the trial, the mice grasped a special adjustable grid mounted on a force sensor. Mice were then allowed to hold on to the grid with either two or four paws. Each mouse was given three trials over the course of 1 min. Mean values were used to represent the grip strength of a mouse.

### Hot plate

The mice were placed on a metal surface maintained at 52±0.2 °C (Hot plate system, TSE). Locomotion on the hot plate was constrained by a circular acrylic glass wall (20 cm high, 18 cm in diameter). Mice remained on the plate until they performed one of three behaviors regarded as indication of a painful sensation: hindpaw licking, hindpaw shake/flutter or jumping. Forepaw licking and lifting were ignored because these behaviors represent components of normal grooming. The response latency was recorded to the nearest 0.1 s. To avoid tissue injury, a 30 s cutoff time was used.

### *In vitro* electrophysiology

After killing mice with isoflurane, we extracted brains and generated slice preparations in ice-cold artificial cerebrospinal fluid saturated with 95% O_2_ and 5% CO_2_ and containing (in mM): 120 NaCl, 20 NaHCO_3_, 3.5 KCl, 2.5 CaCl_2_, 1.3 MgSO_4_ 1.25 NaH_2_PO_4_ and 10 d-glucose. We generated 400 μm sagittal slices with a Leica VT1200S (Wetzlar, Germany) vibratome and allowed slices to recover at 23 °C for at least 60 min. Recordings were performed in a submerged chamber continuously perfused with oxygenated artificial cerebrospinal fluid (29 °C) at a rate of 3 ml min^−1^. For extracellular recordings of field excitatory postsynaptic potentials, we used platinum-iridium electrodes in CA1 stratum radiatum. Schaffer collaterals were stimulated with bipolar platinum electrodes (pulse duration: 100 ms). For the input–output function, we stimulated slices with incrementally increasing current (from 10 to 100 mA in 10 mA increments) and recorded field excitatory postsynaptic potential responses. We induced long-term potentiation (LTP) with high-frequency stimulation (1 s, 100 Hz). We determined initial field excitatory postsynaptic potential slopes and normalized them to the average baseline field excitatory postsynaptic potential slopes.

### *In vivo* electrophysiology

The implantation procedure, recordings and data analyses were performed as described previously (see also Supplementary Methods, for further details).^32, 33^

### Virus microinjection into CA1 of the dorsal hippocampus

High titers of AAV virus (>1 × 10^13^ GC /ml, from Vector Biolabs, Malvern, PA, USA) engineered to overexpress Kcnmb2 (AAV1-hSyn1-Kcnmb2-IRES-GFP) or control virus (AAV1-hSyn1-GFP) were stereotaxically injected into the CA1 region of the dorsal hippocampus through a 30-gauge Hamilton microsyringe at four sites (0.3 ul per site) at the following coordinates (mm) relative to bregma: AP −2, ML ±1, DV −1.4; or AP -3, ML ±2.6, DV −1.5). The viral injection speed was 0.1 μl min^−1^. After infusion, the microsyringe was left in place for an additional 10 min to ensure optimal virus diffusion in the tissue. After surgery, mice were treated with antibiotics daily for 2 weeks and their health was monitored every day. The viral infection in CA1 region was confirmed by assessment of GFP fluorescence on coronal brain slices (250 μm in thickness) freshly cut with a vibratome (Leica), and the images were acquired using an Olympus (Tokyo, Japan) FluoView 1000 Laser Scanning Confocal Microscope.

### Microarray-based gene expression analyses

We performed gene expression microarray analyses in collaboration with a specialized service facility (DNA Microarray Facility, University Medical Center, Göttingen, Germany) using the ‘Low RNA Input linear Amplification Kit Plus, One Color’ protocol (Agilent Technologies, Santa Clara, CA, USA, 2007; Cat. No.: 5188–5339) and the Agilent ‘One Color RNA Spike-In Kit’ (Agilent Technologies, 2007; Cat. No.: 5188-5282) following the manufacturer’s standard protocol. Global gene expression analysis was applied using the Mouse GE 4x44K v2 Microarray Kit (Cat. No. G4846A). 600 ng of total RNA were used as starting material to prepare cDNA. cDNA synthesis and *in vitro* transcription were performed according to the manufacturer’s recommendation. Quantity and efficiency of the labeled amplified cRNA were assessed using a NanoDrop (Thermo Scientific, Wilmington, DE, USA) ND-1000 UV-VIS Spectrophotometer version 3.2.1. The hybridizations were performed for 17 h at 10 r.p.m. and 65 °C in a hybridization oven (Agilent). Washing and staining of the arrays were done according to the manufacturer’s recommendation. Cy3 intensities were detected by one-color scanning using an Agilent DNA microarray scanner (G2505B) at 5 μm resolution. Scanned image files were inspected for artifacts and then analyzed.

Intensity data were extracted using Agilent’s Feature Extraction (FE) software (version 9.5.3.1) including a quality control based on internal controls using Agilent’s protocol GE1_107_Sep09. All chips passed the quality control and were analyzed using the Limma package of Bioconductor. The microarray data analysis consists of the following steps: (1) between-array normalization; (2) global clustering and PCA-analysis; (3) fitting the data to a linear model; (4) detection of differential gene expression; and (5) over-representation analysis of differentially expressed genes. We applied quantile-normalization to the log_2_-transformed intensity values as a method for between-array normalization. Microarray data have been deposited to GEO under accession number GSE90504.

### qPCR

Total RNA was reverse transcribed into cDNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). qPCR was performed using a StepOnePlus Real-Time PCR system and commercially available TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA, USA). *Actb* was used as housekeeping control for all samples and expression of the candidate genes was analyzed relative to that observed in the respective control group.

### Pyrosequencing

Targeted DNA methylation analysis, based on pyrosequencing, was performed in collaboration with a specialized service company (Varionostic, Ulm, Germany). For pyrosequencing analysis, samples were prepared according to standard procedures using a Vacuum Prep Tool. 40–50 μl PCR product was immobilized to 3 μl Streptavidin Sepharose HP beads (GE Healthcare, Chicago, IL, USA) followed by annealing to 2 μl sequencing primer (5 μM) for 2 min at 80 °C. For more information on primer sequences and assays used see Supplementary Tables 7 and 8. Analyses of CpGs were performed using Pyro Q-CpG software (Biotage, Uppsala, Sweden). Bisulfite conversion with subsequent pyrosequencing did not distinguish methylated and hydroxymethylated cytosines (5 mC vs 5 hmC, respectively).^34^

### MeDIP-chip

MeDIP-chip analysis was performed on sperm and hippocampus samples at a specialized service company (ImaGenes, Berlin, Germany) according to standardized protocols. In brief, genomic DNA was extracted and quality was controlled on an agarose-gel. DNA was fragmented using a Bioruptor (Diagenode, Liège, Belgium), which was followed by another quality control step using a Bioanalyzer (Agilent Technologies). Next, methylated DNA was enriched using a MethylMiner enrichment kit (Invitrogen, Carlsbad, CA, USA) enriching 5 mC (but not 5 hmC).^34^ After quality control via qPCR, whole-genomic DNA amplification was performed using a WGA kit (Sigma Aldrich, St Louis, MO, USA) followed by a second qPCR for quality control. DNA methylation analyses were performed on mouse 3 × 720 K CpG Island Plus RefSeq Promoter Arrays (NimbleGen, Madison, WI, USA). Enriched and input samples were labeled with Cy5/Cy3 and dye incorporation rates were controlled with a NanoDrop (Thermo Scientific). After co-hybridization, the arrays were washed and scanned, followed by quality control of the images. Peaks were called using the NimbleGen NimbleScan (v2.3) software by identifying peak positions from signal ratio data (IP vs input) in chromosomal bins of 500 bp yielding an average of peak numbers per bin in accordance with the manufacturer’s guidelines. Differentially methylated regions were defined as chromosomal loci, where across either the three treatment samples or control samples there were two or more peaks, whereas the corresponding regions in the other sample contained none. Ingenuity pathway analyses (IPA, Qiagen, Venlo, The Netherlands) focused on gene sets associated with nearby candidate regions for differential methylation peaks (<5 kb upstream of TSS). MeDIP-chip data have been deposited to GEO under accession number GSE90504.

### Indirect calorimetry

Metabolic assessments were performed at room temperature (23 °C) with a 12:12 h light/dark cycle in the room. Each mouse was placed individually in the metabolic cage for a period of 21 h. Wood shavings and paper tissue were provided as bedding material. Metabolic cages were setup in a ventilated cabinet continuously supplied with fresh air. High precision CO_2_ and O_2_ sensors measured the difference in CO_2_ and O_2_ concentrations in air volumes flowing through individual cages. Combined with parallel airflow measurements, this enabled calculation of oxygen consumption (expressed as ml O_2_ per hour per animal) over a given time period. The system also monitored CO_2_ production, and, hence, it was possible to determine the respiratory exchange ratio (RER) and heat production. The RER corresponds to the ratio VCO_2_/VO_2_. Delta RER values were calculated for each animal by subtracting the minimal RER value from the maximal RER value of the respective animal.

### Clinical chemistry

Blood samples were taken from isoflurane-anesthetized mice by puncturing the retro-bulbar sinus with non-heparinized glass capillaries (1.0 mm in diameter; Neolab, Heidelberg, Germany). Blood samples were collected in heparinized tubes (Li-heparin, KABE, Nümbrecht, Germany). Each tube was immediately inverted five times to achieve a homogeneous distribution of the anticoagulant. Li-heparin-coated tubes were stored at room temperature for 1 to 2 hours. Afterwards, cells and plasma were separated by a centrifugation step (10 min, 5000 *g*, 8 °C). Plasma samples were then transferred into an Eppendorf tube and diluted 1:2 with distilled water. The solution was mixed for a few seconds to prevent clotting and was then centrifuged again (10 min, 5000 *g*, 8 °C). Lactate and urea measurements were performed using a Beckman-Coulter AU 480 autoanalyzer and reagents from Beckman-Coulter (Brea, CA, USA).

### Metabolomics

Liver tissue samples were sent to a specialized company (Chenomx, Edmonton, AB, Canada) for 1D nuclear magnetic resonance (NMR) data acquisition and targeted profiling. After sample preparation NMR spectra were acquired on a Varian two-channel VNMRS 600 MHz NMR spectrometer equipped with a HX 5 mm probe. The pulse sequence used was a 1D-tnnoesy with a 990 ms presaturation on water and a 4 s acquisition time. Spectra were collected with 32 transients and four steady-state scans at 298 K. Spectra were processed using the Processor module in Chenomx NMR Suite 7.6. Compounds were identified and quantified using the Profiler module in Chenomx NMR Suite 7.6.

### Statistics

Statistical comparisons were performed using GraphPad Prism (v7) (La Jolla, CA, USA). Details of statistical tests used and sample sizes are provided in the main text, figure legends and within tables. Unless otherwise noted, parametric tests were performed with no assumptions violated for the particular statistical test.

## Results

### Offspring of methyl donor supplemented fathers displayed cognitive impairments

We tested spatial learning and memory in a hippocampus-dependent, hidden version of the Morris water maze in the adult F1 offspring of fathers that either received the MD or standard CD (*n*=20 mice per group). In this task, animals were trained to find an escape platform hidden underneath the water surface in a constant location of a pool filled with opaque water. To assess how accurately animals had learned the position of the escape platform, we gave a single probe trial after completion of training. The probe trial data revealed altered swim patterns in MD F1 mice that are indicative of spatial learning impairments in these animals (Figure 1): There was a significant interaction between paternal diet (between-subjects factor) and quadrant (within-subjects factor) with regards to quadrant occupancy (two-way analysis of variance (ANOVA), *P*=0.0317) and target crossing (*P*=0.0381) measures, demonstrating differences in probe trial swim patterns between groups. Dunnett’s multiple comparisons test revealed that CD F1 mice showed significantly higher occupancy, as well as target crossing values in the target quadrant than in all the other quadrants (Figure 1), indicating highly targeted searching of the mice, while this was not the case in MD F1 mice (Figure 1). Further analyses demonstrated significant group differences with regards to target quadrant occupancy (unpaired *t*-test, *P*=0.0194) and target crossings (unpaired *t*-test, *P*=0.0365) with overall higher values in CD F1 mice than MD F1 mice (for additional probe trial measures as well as training trial data, see Supplementary Table 1). We did not observe group differences in the hippocampus-independent, visible version of the Morris water maze (for data and results of statistical analyses, see Supplementary Table 1). Altogether, these data indicate that motivational, perceptual or motor differences were unlikely to account for the water maze phenotype of MD F1 offspring. Moreover, additional behavioral assessment revealed normal exploratory behavior, anxiety-related behaviors, motor skills and sensory processing in the F1 offspring of MD fathers (Supplementary Table 1). These results indicate that spatial learning in a hidden version of the Morris water maze was impaired in the F1 offspring of MD fathers relative to controls.

We also examined hippocampus-dependent learning and memory in CD F1 and MD F1 mice using an associative contextual fear-conditioning paradigm (CD F1, *n*=17 mice; MD F1, *n*=14 mice). In this task, mice were allowed to explore a novel environment (that is, the conditioning chamber) that was subsequently paired with a mild foot shock delivered through the metal grid floor of the chamber. We measured the strength of associative learning by placing the animals back into the conditioning chamber 1 day post training and measured the time the animals spent freezing during a 3 min test. We did not find group differences with regards to baseline activity during the training day (that is, during the 2 min period before the onset of the shock; data not shown), indicating that overall locomotor activity was normal in MD F1 mice. We also found no group differences with regards to shock reactivity (data not shown), suggesting that MD F1 mice showed no obvious aberrations in nociceptive perception. The context test, 1 day after training, revealed reduced freezing levels in MD F1 mice compared with the controls (Figure 1; unpaired *t*-test, *P*=0.0441), demonstrating impaired contextual fear conditioning in the offspring of fathers on the MD. Together, these analyses revealed impairments in two hippocampus-dependent learning and memory tasks in MD F1 mice relative to CD F1 controls.

### Impaired hippocampal long-term potentiation in offspring of methyl donor supplemented fathers

Activity-dependent synaptic modifications in the hippocampus are thought to represent a cellular correlate of learning and memory processes that depend on this brain structure.^35^ To determine if hippocampal synaptic plasticity was altered in the offspring of fathers that received the MD, we measured LTP at Schaffer Collateral/CA1 synapses in acute brain slices prepared from offspring derived from MD or CD fathers (CD F1, *n*=7 mice; MD F1, *n*=8 mice). These experiments revealed reduced levels of LTP in the offspring of MD fathers relative to controls (Figure 1; two-way ANOVA with the between-subjects factor paternal diet and the within-subjects factor time: effect of paternal diet, *P*=0.1177; effect of time, *P*<0.0001; paternal diet × time interaction, *P*<0.0001; *t*-test, last 10 min of recordings, *P*=0.0205). In contrast, basal synaptic transmission was normal in MD offspring slices (data not shown), indicating that some aspects of synaptic function were unaffected in MD offspring.

### Altered theta oscillations in offspring of methyl donor supplemented fathers

Hippocampal theta oscillations are thought to be important in hippocampal information processing underlying learning.^36^ We, therefore, employed deep, intrahippocampal CA1 electroencephalogram recordings to measure local field potentials in awake and freely behaving F1 offspring of CD and MD fathers (long-term video-electroencephalogram) (*n*=11 mice per group). Analyses of oscillatory activity in the theta range revealed reduced overall theta activity in the F1 offspring of fathers on the MD relative to controls (Figure 1; *t*-test, *P*=0.0432). Theta oscillations were reduced in MD offspring both during motor episodes (type I theta), as well as during behavioral inactivity (type II theta) (Supplementary Table 2). There was no measurable difference in motor activity between groups (Supplementary Table 2).

### Hippocampal gene expression analyses identified differentially expressed genes in MD F1 mice

Together, these results are consistent with the idea that epigenetic changes, induced in the paternal germ line by the MD, may be transmitted to the subsequent generation, where they influence behavioral and cognitive traits, as well as putative neurophysiological substrates thereof. 

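Hippocampal RNA of the F1 offspring of fathers on the methyl donor-rich diet (MD F1) or the control diet (CD F1) was measured on Agilent single-color mouse arrays, with 6 arrays per group. The paper describes each array as a pool of 4 mice and the offspring as adult, while the sample labels give an age of 4 weeks. The 12 arrays lay on 3 slides with 2 arrays of each diet on every slide. The authors' files hold, for each spot, the intensity that Agilent's Feature Extraction software made by subtracting the background and correcting for trends within the array, on a linear scale and without scaling between arrays. Each array held 43020 non-control spots, which belong to 39429 distinct probes. The median intensity per array ranged from 251 to 318 (median 284) in CD F1 and from 167 to 262 (median 235) in MD F1. Mean values were 280 ± 26.0 (SD, n = 6) in CD F1 and 226 ± 37.2 (SD, n = 6) in MD F1 (two-sided exact permutation test, p = 0.0173, 0.194 after Benjamini-Hochberg adjustment over 14 such tests). Between 33926 and 37013 spots per CD F1 array (median 35906) were well above background, and between 34040 and 35585 per MD F1 array (median 34764). No 2 arrays held identical values, and the correlations between arrays lay between 0.982 and 0.995.

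For the comparison, intensities were log2-transformed and quantile-normalized across the 12 F1 arrays, 1939 spots that the software had marked as irregular were left out, and repeated spots of a probe were averaged. A linear model with the paternal diet as its only term was fitted with limma over all probes, with no filter on dim probes, and probes were called at an FDR under 0.1, the threshold of Supplementary Table 3. The number of arrays limits the precision of every value. The paper's text states balanced sex ratios for the offspring and does not give the sex of the mice on each array. As a measure of it, the mean log2 signal of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty minus that of Xist was -2.03 ± 0.161 (SD, n = 6) in CD F1 and -1.29 ± 0.862 (SD, n = 6) in MD F1 (exact permutation test, p = 0.0498, and 0.194 with the adjustment over the same 14 tests). For its genes, the log2 fold changes were -0.56 for Xist, 0.49 for Kdm5d, 0.32 for Eif2s3y, 0.03 for Uty and -0.12 for Ddx3y. The Y-linked genes did not all rise, as more males would make them, so the measure may hold more than sex.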

We further examined this hypothesis by evaluating gene expression in the hippocampus of the offspring derived from MD or CD fathers (*n*=6 arrays per group; for each array we used pools of *n*=4 mice). 

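In the comparison of MD F1 with CD F1, 13 probes passed an FDR under 0.1 in limma, 2 with higher and 11 with lower signal in MD F1. Their FDRs started at 0.0815, no probe passed 0.05, and 52 probes had an FDR under 0.15. At an unadjusted p under 0.05 there were 5694 probes, 14.4% of those tested, where 1971 would arise on average without any difference. Of the 5694, 2745 were higher and 2949 were lower in MD F1. In 99 other splits of the 12 arrays into 6 and 6, the number ran from 556 to 5714 (median 1343), so it varies widely around that average. No fold change is given for 5 of the called probes, which were not well above background on any array of at least 1 group. Among the others, probe A_55_P2334927, which has no gene symbol, had a log2 signal of 13.47 ± 0.037 (SD, n = 6) in CD F1 and 13.01 ± 0.096 (SD, n = 6) in MD F1, with the smallest unadjusted p of the comparison (2.65e-06, limma; log2 fold change -0.47). The probes A_55_P2252891 and A_55_P2333126, also without a symbol, had log2 fold changes of -0.53 and -0.59. The probe for Ces3b, well above background on 6 CD F1 and 5 MD F1 arrays, had a log2 fold change of -0.89 (standard error 0.132). The log2 fold change was -0.44 for AU042671 and -0.40 for A_55_P2184429. The only called gene with higher signal in MD F1 and well above background was Stk33, with 8.44 ± 0.073 (SD, n = 6) in CD F1 and 8.86 ± 0.096 (SD, n = 6) in MD F1.

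The number of calls moved most without normalization between arrays, to 7952 probes, of which 7930 were lower in MD F1. It also rested on single arrays. Without MD F1 replicate 6 there were 152 calls, without MD F1 replicate 1 there were 34 and without CD F1 replicate 6 there were 5, while leaving out any 1 of the other 9 arrays left 0 calls by limma at that FDR, with 4375 or more probes at an unadjusted p under 0.05. With the sex measure as a covariate, 0 F1 differentially expressed probes were called by limma and 3921 had an unadjusted p under 0.05. The calls by limma were also 0 with the slide as a block (5581 probes at an unadjusted p under 0.05), where each slide holds both diets, and 0 with the replicate number as a block (5278).

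**Figure D1:**
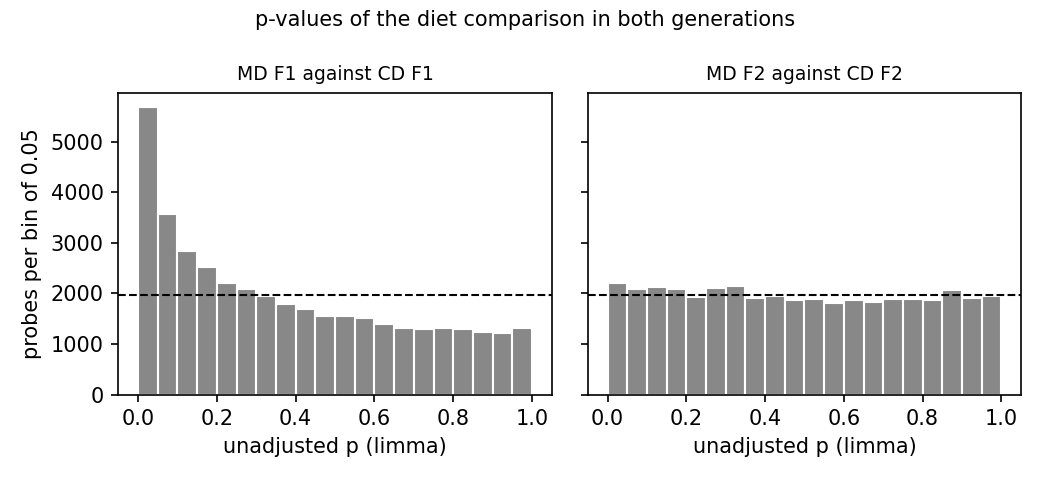
Number of probes (y axis) by unadjusted p from limma (x axis, bins of 0.05) for MD F1 against CD F1 (left) and for the same comparison in the F2 generation (right). The dashed line is the average number per bin without any difference between the diets. The first bin of F1 holds 5694 probes, well above the line. In 99 other splits of the F1 arrays it held 556 to 5714.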

Microarray analyses identified a set of differentially expressed genes in the F1 hippocampus (Supplementary Table 3). Notably, one of the genes downregulated in MD F1 hippocampus was *Mat2a* (Methionine Adenosyltransferase II alpha), the expression of which is known to be downregulated in response to L-methionine or SAM (that is, a component supplemented in the MD diet and a metabolite thereof).^37, 38, 39^ These analyses also revealed a reduced expression of *Kcnmb2*, which encodes for the BK channel beta subunit 2 and is a known regulator of neuronal excitability, synaptic plasticity and memory.^40^ 

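The Mat2a probe of Supplementary Table 3 (A_51_P500344) had a log2 signal of 14.63 ± 0.115 (SD, n = 6 arrays) in CD F1 and 14.22 ± 0.113 (SD, n = 6) in MD F1. The log2 fold change was -0.41 (standard error 0.0733, FDR 0.128 from limma), and every MD F1 array lay below every CD F1 array (two-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 arrays allow). With each array left out in turn, the log2 fold change stayed between -0.44 and -0.38, with FDRs between 0.0956 (without MD F1 replicate 6) and 0.324. The other Mat2a probe on the array (A_55_P2095047) had 10.02 ± 0.061 (SD, n = 6) in CD F1 and 9.71 ± 0.275 (SD, n = 6) in MD F1, a log2 fold change of -0.30 (FDR 0.288, limma; exact permutation test, p = 0.0108). Mat2b, which encodes the regulatory subunit of the enzyme, had a log2 fold change of -0.03, which changed sign under other normalizations, and the probe for Mat1a was not well above background on any F1 array.

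The Kcnmb2 probe of Supplementary Table 3 (A_55_P2007761) lay close to the background, with 6 CD F1 and 5 MD F1 arrays well above it. Its log2 signal was 5.26 ± 0.180 (SD, n = 6) in CD F1 and 4.45 ± 0.244 (SD, n = 6) in MD F1, a log2 fold change of -0.81 (standard error 0.12) with the smallest FDR of the comparison (limma, shared by 10 probes), and here too the values of the groups did not overlap. Leaving out 1 array at a time gave log2 fold changes between -0.86 and -0.72 and FDRs between 0.0533 and 0.231. The call was kept without MD F1 replicate 1 or MD F1 replicate 6 and lost without any other single array. With the sex measure as a covariate the log2 fold change was -0.63 (FDR 0.279). With the slide as a block the FDR was 0.149, and with scaling to the 75th percentile of each array it was 0.172. A second Kcnmb2 probe (A_55_P2112524), brighter and well above background on all 12 arrays, had 7.77 ± 0.139 (SD, n = 6) in CD F1 and 7.76 ± 0.403 (SD, n = 6) in MD F1 (log2 fold change -0.01, FDR 0.981). The mean of MD F1 rests on replicate 6, with 8.45 against 7.26 to 7.88 on the other 5 arrays, and without it the Kcnmb2 other probe F1 log2 fold change was -0.15 (FDR 0.558), a comparison chosen after the data were seen. Among the other BK channel genes, the Kcnma1 probes had log2 fold changes of -0.19 (FDR 0.321) and -0.01, and the Kcnmb4 probes of -0.08 and -0.12. The Kcnmb1 probe, well above background on 5 arrays of each group, had 3.75 ± 1.09 (SD, n = 6) in CD F1 and 3.61 ± 0.387 (SD, n = 6) in MD F1 (log2 fold change -0.14, FDR 0.896), with a sign that changed with the sex measure as a covariate. The housekeeping gene Actb had a log2 fold change of 0.05 (FDR 0.835), within the spread between arrays. Its sign changed without normalization and with other intensity columns or background corrections, and not with scaling to the 75th percentile (0.19). From the reduced expression of Kcnmb2, the paper goes on to assess whether altered inactivation of BK currents has a role in the changes in hippocampal LTP and theta oscillations of MD F1 mice.

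**Figure D2:**
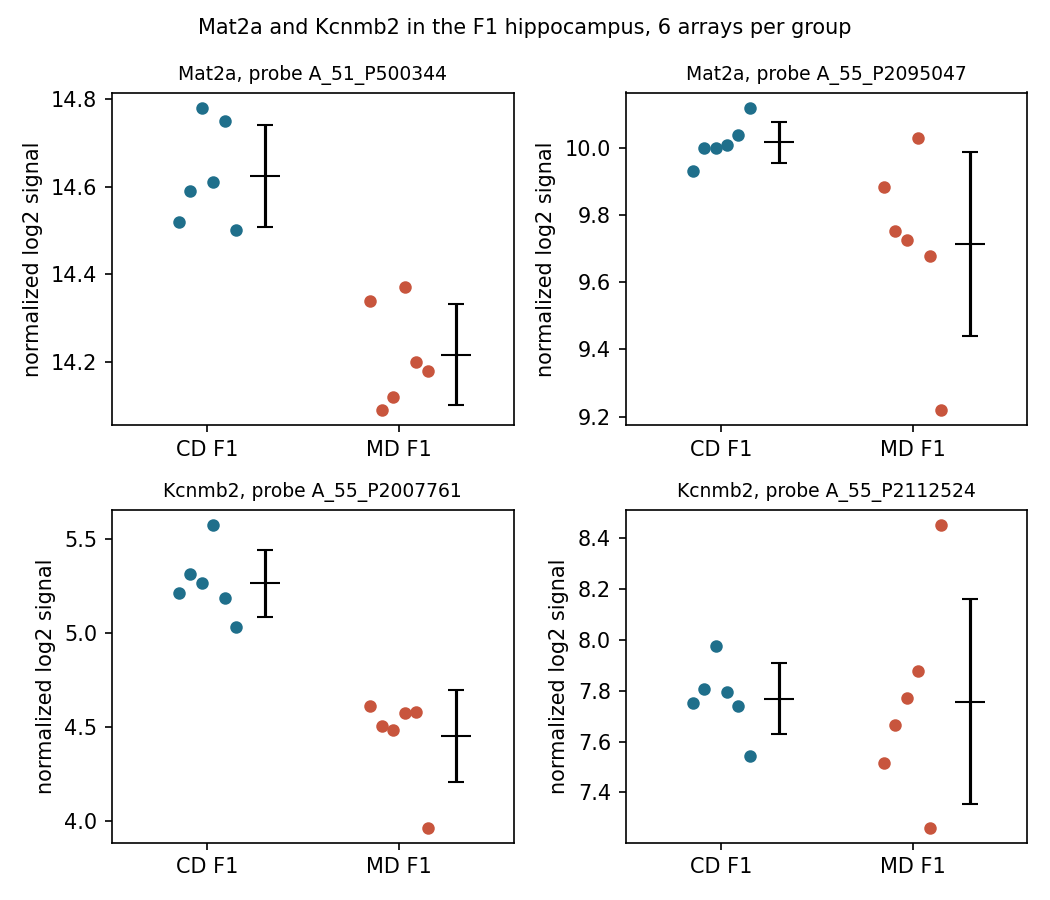
Normalized log2 signal (y axis) of the 2 Mat2a and the 2 Kcnmb2 probes on each F1 array (points, 6 per group), with the mean (horizontal mark) and SD (bars) beside them. For the probes of Supplementary Table 3 the groups do not overlap, while for the second Kcnmb2 probe the means are 7.77 and 7.76 and MD F1 replicate 6 lies highest, at 8.45.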

Reduced *Mat2a* and *Kcnmb2* expression were confirmed by qPCR in an independent set of samples (Supplementary Table 4).

### Computational assessment of synaptic and network consequences of altered *Kcnmb2* expression

The BK channel beta subunit 2, encoded by *Kcnmb2*, has a role in the inactivation of BK currents.^41^ To explore a possible role of altered BK current inactivation in the electrophysiological phenomena changed in MD F1 offspring (hippocampal LTP, theta oscillations) we assessed the effects of decreasing BK channel inactivation on synaptic properties and integration *in silico* in a compartmental model of a CA1 pyramidal neuron, which has been validated extensively in the context of previous studies.^42, 43^ The results of these analyses are described in detail in Supplementary Results, as well as Supplementary Figures 1 and 2. In brief, the analyses indicate that decreasing BK channel inactivation resulted in impaired spatial integration of synaptic inputs in the model, suggesting that reduced *Kcnmb2* expression could contribute, in principle, to alterations in synaptic plasticity, theta oscillations and behavior observed in MD F1 mice.

### Hippocampal Kcnmb2 overexpression improved water maze impairments in MD F1 mice

To further examine if *Kcnmb2* loss of function contributes to behavioral alterations in MD F1 mice, we addressed whether AAV-mediated overexpression of Kcnmb2 in hippocampus modified MD F1-related learning and memory impairments in the Morris water maze. Toward this end, high titers of AAV virus (>1 × 10^13^ GC /ml) engineered to overexpress Kcnmb2 (AAV1-hSyn1-Kcnmb2-IRES-GFP; Kcnmb2-AAV) or control virus (AAV1-hSyn1-GFP; control-AAV) were stereotaxically injected into the CA1 region of the dorsal hippocampus of CD F1 mice, as well as MD F1 mice at 4 weeks before training in a hidden version of the Morris water maze (Figure 2 and Supplementary Table 5). We gave a probe trial after completion of training to assess how accurately animals had learned the position of the escape platform. We confirmed the finding that the swim pattern during the probe trial was influenced by paternal diet and found that this was modulated by Kcnmb2 overexpression: Three-way ANOVA with the between-subjects factors paternal diet and AAV treatment and the within-subjects factor quadrant showed a significant quadrant x paternal diet interaction, as well as a significant quadrant x AAV treatment interaction for the quadrant occupancy measures (quadrant x paternal diet interaction, *P*<0.0001; quadrant × AAV treatment interaction, *P*=0.0178. Target crossings: quadrant × paternal diet interaction, *P*=0.1171; quadrant × AAV treatment interaction, *P*=0.0963). Dunnett’s multiple comparisons test revealed that CD F1 control-AAV mice, CD F1 Kcnmb2-AAV mice and MD F1 Kcnmb2-AAV mice showed significantly higher occupancy values in the target quadrant than in all the other quadrants, indicating highly targeted searching of the mice in these groups, while this was not the case in MD F1 control-AAV mice (Figure 2). The data indicate that hippocampal Kcnmb2 overexpression ameliorated the water maze phenotype of MD F1 mice, supporting that reduced *Kcnmb2* expression contributes to MD F1-related behavioral alterations.

### Targeted and genome-wide DNA methylation analyses identified differential methylation in MD F1 offspring

We next explored the possibility that altered DNA methylation in corresponding regulatory regions accounted for the differential gene expression in MD F1 offspring described above. We performed targeted bisulfite pyrosequencing to determine if CpG methylation around the transcription start site (TSS) of *Kcnmb2* was altered in the offspring hippocampus as a consequence of the paternal diet (*n*=4 mice per group). We found altered CpG methylation in MD F1 mice (Figure 3; two-way ANOVA with paternal diet as between-subjects factor and CpG position as within-subjects factor: effect of paternal diet, *P*=0.0896; effect of CpG position, *P*<0.0001; paternal diet x CpG interaction, *P*=0.0026), indicating that differential methylation of *Kcnmb2* regulatory regions could underlie altered *Kcnmb2* expression in MD F1 mice.

In order to gain insights into possible DNA methylation changes associated with the MD diet on a more global scale, we performed MeDIP-chip analyses of sperm of MD and CD fathers (*n*=3 arrays per group; for each array we used pools of *n*=4 mice), as well as MD F1 and CD F1 offspring mice (*n*=3 arrays per group; for each array we used pools of *n*=4 mice). These studies provided a number of candidate regions with differential methylation peaks in the F0 and the F1 generation (Supplementary Data Files 1 and 2, respectively). We performed IPA comparing the gene set linked to these regions against the full set of genes. These analyses revealed a significant enrichment of processes related to olfaction among the gene set linked to hypermethylated regions in both MD F0 sperm and hippocampal tissue of MD F1 offspring (Figure 3; for full IPAs of genes linked to MD-hypermethylated regions, see Supplementary Data Files 3 and 4; for IPAs of genes linked to MD-hypomethylated regions, see Supplementary Data Files 5 and 6), reflecting the fact that many MD-hypermethylated regions were situated in the vicinity of olfactory receptor gene clusters.

### Limited evidence for transgenerational effects on gene expression and behavior in the grandpaternal offspring of methyl supplemented sires

We next asked if these methyl donor-rich-diet-induced behavioral and gene expression alterations persist beyond the F1 offspring generation. We generated F2 offspring of males exposed to either the MD or the control diet prior to mating. Behavioral assessment of the resulting F2 progeny revealed no clear group differences in the Morris water maze and a contextual fear-conditioning task (for details, see Figure 4, Supplementary Table 6). Microarray-based gene expression analyses of F2 hippocampal tissue failed to identify group differences (*n*=6 arrays per group; for each array we used pools of *n*=4 mice; data not shown). Furthermore, qPCR-based assessment of *Mat2a* and *Kcnmb2* expression also indicated no measurable effect of a grandpaternal MD on the expression of these genes (Figure 4). 

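The F2 hippocampus was measured with the same kind of array as in F1, on 6 CD F2 and 6 MD F2 arrays. These lay on 3 further slides, again with 2 arrays of each diet per slide, and were scanned on another day, so that generation and slide cannot be separated. The labels add a code to the F2 samples, lh for replicates 1 to 3 and rh for replicates 4 to 6 of both groups, whose meaning they do not state. The median intensity per array was 213 ± 45.2 (SD, n = 6) in CD F2 and 199 ± 45.4 (SD, n = 6) in MD F2 (exact permutation test, p = 0.593). The number of spots well above background ranged from 28000 to 34661 (median 33802) in CD F2 and from 27383 to 33742 (median 33244.5) in MD F2. CD F2 replicate 6 and MD F2 replicate 3 had the fewest. Of the 12 arrays, 9 had Ddx3y and not Xist well above background and 3 had Xist and not Ddx3y. The F2 arrays were normalized by themselves and fitted in the way described for F1, which left out 2097 irregular spots and left 39423 probes to test.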

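In F2, limma called 0 probes at an FDR under 0.1, and the smallest FDR was 0.664. At an unadjusted p under 0.05 there were 2209 probes (5.6%). The alternative that moved the number of calls most was a fit of all 24 arrays together, which called 18 probes. Leaving out MD F2 replicate 1 or MD F2 replicate 2 gave 1 call each. The smallest p belonged to Crygn, with a log2 fold change of -0.70 (standard error 0.0995) and non-overlapping groups. It was followed by Zfp882 (-0.95), Fos (-0.72) and A_55_P2154557 (-0.95), each with an FDR of 0.871 or more. The fifth probe was not well above background on any array.

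The Mat2a probe of Supplementary Table 3 had a log2 signal of 14.34 ± 0.121 (SD, n = 6) in CD F2 and 14.33 ± 0.098 (SD, n = 6) in MD F2 (FDR 0.997). The other Mat2a probe had 10.85 ± 0.104 (SD, n = 6) in CD F2 and 10.49 ± 0.383 (SD, n = 6) in MD F2, a log2 fold change of -0.36 (FDR 0.890, limma; exact permutation test, p = 0.0216). The listed Kcnmb2 probe had 4.84 ± 0.299 (SD, n = 6) in CD F2 and 4.97 ± 0.307 (SD, n = 6) in MD F2 (log2 fold change 0.13, with a sign that changed without normalization; FDR 0.953), and its second probe a log2 fold change of 0.14 (FDR 0.923). Kcnmb1, dim but well above background on 6 CD F2 and 5 MD F2 arrays, had 4.86 ± 0.437 (SD, n = 6) in CD F2 and 3.59 ± 1.15 (SD, n = 6) in MD F2, a log2 fold change of -1.27 (standard error 0.468, FDR 0.890 from limma). The MD F2 values of Kcnmb1 ran from 1.25 to 4.20, so that the size of its change rests in part on 1 low array. Its groups did not overlap (exact permutation test, p = 0.00216), and its difference between the generations was 1.14 (FDR 0.703). Whether the effect of diet differs between the generations was tested in a fit of all 24 arrays. The difference of the log2 fold changes, F1 minus F2, was -0.38 for Mat2a (standard error 0.102, FDR 0.326) and -0.99 for Kcnmb2 (standard error 0.207, FDR 0.196), so neither passed the threshold over all probes. The test called 5 probes, 3 with a positive and 2 with a negative difference, and 3268 had an unadjusted p under 0.05.

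Of the 33 probes of Supplementary Table 3, 14 moved in the same direction in F2 as in F1, with a median log2 fold change in the direction of the table of -0.05 (limma's fry, which rotates residuals in place of a permutation, p = 0.167). Of the 7 with an unadjusted p under 0.05 in F2, 1 moved in the same direction, A_55_P2333126, with a log2 fold change of -0.53 in F2 (exact permutation test, p = 0.0130). All 7 probes listed as higher in MD F1 were lower in MD F2. Among these 7, Stk33, Capsl, Lrrc43, Ccdc153 and Kif9 are cilia genes, so that they may have moved together. A separate list of motile cilia genes was also lower in MD F2 (median log2 fold change -0.468). Its median was -0.0926 with the level of choroid plexus genes as a covariate, which was not tried on the 7 probes. The median ratio of the residual SD within groups, F2 over F1, was 1.27, with a jackknife SD of 0.252, so that it lies about 1 SD above equal spread. The paper proposes that the genetic heterogeneity of the F2 intercross could have masked phenotypic differences of the F2 mice, which the arrays do not test.

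**Figure D3:**
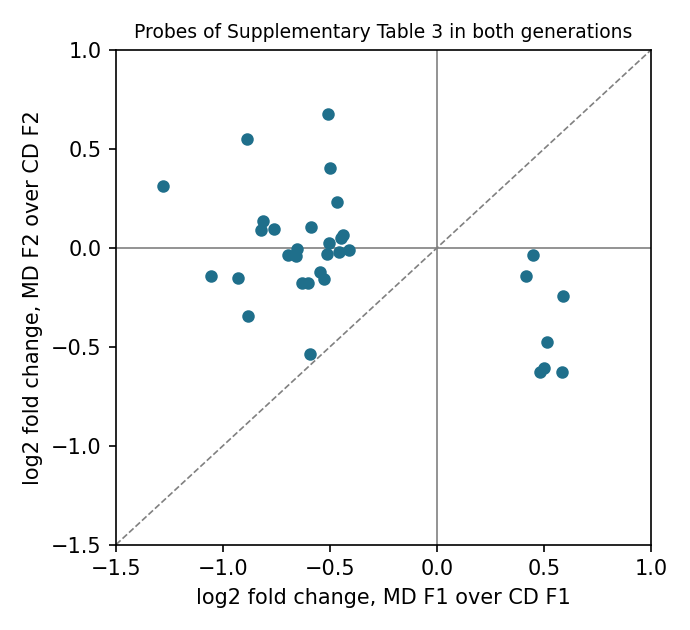
Log2 fold change of MD over CD for the 33 probes of Supplementary Table 3 in F1 (x axis) and in F2 (y axis), with the dashed line at equal values. Points in the lower left or upper right field changed in the same direction in both generations, which holds for 14 probes.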

Comparison of genes linked to hypermethylated regions in a MeDIP-chip analysis of MD F2 vs CD F2 hippocampus, however, revealed a significant over-representation of olfactory receptor genes in MD F2 offspring hippocampus (Figure 3; see Supplementary Data File 7 for MD/CD F2 MeDIP-chip data set; for full IPA of genes linked to MD F2-hypermethylated regions, see Supplementary Data File 8; for IPAs of genes linked to MD F2-hypomethylated regions, see Supplementary Data File 9), similar to the findings in MD F0 sperm and MD F1 hippocampus, suggesting that MD-associated DNA methylation changes may partially extend to the grandpaternal offspring of fathers that transiently received a MD prior to mating.

### Paternal methyl diet elicited metabolic changes in F1 offspring animals

We next examined the possible influence of paternal methyl donor diet supplementation on offspring metabolic parameters. Liver-based metabolomic assessments in MD/CD F0 and MD/CD F1 mice (*n*=5 mice per group in both experiments) identified candidate metabolites with differential abundance in MD F0 and/or MD F1 liver (for details, see Supplementary Figure. 3). Measurements of two selected metabolites altered in MD F1 liver (that is, lactate, urea) showed similar changes in plasma in an independent cohort of animals (Supplementary Figure. 3; CD F1: *n*=22 mice; MD F1: *n*=23 mice). Histopathological analyses of liver samples suggested reduced glycogen content in MD F1 livers and the presence of focal steatotic changes in MD F1 mice (Supplementary Figure. 3). Indirect calorimetry revealed reduced variability of RER in MD F1 mice, suggesting a bias toward lipid oxidation in these mice (Supplementary Figure. 3). Together, these data suggest paternal dietary effects on energy metabolism in MD F1 mice and they indicate that physiological changes in MD F1 mice are not only restricted to the brain but also affect peripheral tissues.

## Discussion

In the present study, we examined whether a transient exposure (for 6 weeks) of male mice to a MD before mating exerts intergenerational effects on learning and behavior in offspring mice. We found impairments in the F1 offspring of MD fathers in two hippocampus-dependent learning and memory tasks (Morris water maze and contextual fear conditioning), as well as alterations in hippocampal synaptic plasticity and oscillations in the theta range, that is, cellular and network processes thought to be important for memory-related hippocampal information processing. These behavioral and neurophysiological changes in MD F1 mice were associated with altered hippocampal gene expression, including the expression of *Kcnmb2*—encoding a BK channel subunit—and *Mat2a*—encoding a methionine adenosyltransferase, as well as promoter methylation changes around the TSS of *Kcnmb2*. The F2 offspring of MD fathers, in contrast, did not show obvious behavioral differences to controls and displayed normal *Mat2a* and *Kcnmb2* expression, suggesting that the paternal exposure to the MD affected the subsequent generation but left F2 offspring unaffected (but see below).

Decreased *Mat2a* expression could reflect a compensatory response to elevated availability of methyl substrates. Mat1a and Mat2a levels in cultured liver cells are sensitive to SAM^39^ and L-methionine^38^ availability signifying that Mat2a regulation could respond to dietary methyl levels. A compensatory reduction of *Mat2a* expression could function to reduce SAM biosynthesis^44^ under conditions of enhanced methyl donor availability. *MAT1A* polymorphisms and plasma methionine levels interact in a manner that predicts circulating SAM levels in healthy humans^45^ supporting that Mat1 and Mat2 function is central in regulating SAM levels under physiological conditions, *in vivo*.

Metabolic assessments suggested possible intergenerational effects of the MD diet on energy metabolism in offspring mice; a consistent finding reproduced across liver and plasma was a reduction of lactate concentrations, possibly indicative of reduced levels of anaerobic glycolysis in these mice. Effects on carbohydrate metabolism were also suggested by reduced maltose levels in liver (maltose is an intermediate metabolite of glycogen metabolism) and were also supported by the qualitative observation of reduced liver glycogen content in MD F1 offspring during histological examination. Histological assessment of liver also revealed focal steatosis in MD F1 mice, but not CD F1 animals. Indirect calorimetry showed reduced maximal RER values in MD F1 offspring, indicating a potential bias toward lipid oxidation^46^ in these mice. These results complement a growing literature demonstrating inheritance of altered metabolic traits as a function of paternal diet in laboratory rodents.^47, 48, 49, 50^

Recently, paternal deficiency in dietary folate was shown to induce anatomical birth defects in mouse offspring.^51^ However, little is known about paternal derived intergenerational effects of dietary methyl donors and brain function. High-dose gestational folate exposure in rats caused altered seizure threshold *in vivo*^52^ demonstrating that neuronal and synaptic physiology is affected by methyl donor excess through maternal exposure. In the current study, we found cognitive alterations and impaired LTP in MD F1 mice indicative of neurological, and particularly, synaptic impairments of a paternal origin. In MD F1 mice, the BK channel gene *Kcnmb2* showed reduced expression and elevated promoter methylation. BK channels are large conductance Ca^2+^-activated K^+^ channels involved in regulating membrane excitability and action potential termination via its rapid hyperpolarization response to Ca^2+^ influx (reviewed by Lee and Cui^40^). Genetic deletion of *Kcnmb2* in chromaffin cells elicited delayed action potential repolarization and reduced action potential firing under current injection.^53^ *Kcnmb2* expression is bidirectionally modulated by pharmacological activation and inactivation.^54^ Thus, it is plausible that altered BK function could lead to synaptic plasticity impairments. Our computational approach supported that decreasing BK channel inactivation is sufficient to impair spatial summation of synaptic inputs.

It is possible that dietary influences on BK channel subunit expression and function could be modulated by polyamine abundance. Polyamines such as spermine and spermidine are synthesized from decarboxylated SAM.^55^ Thus, methyl donor intake has the potential to influence polyamine levels in the periphery^56^ and the brain^57^ and since polyamine levels influence BK channel activity^58^ it is conceivable that high methyl donor diets exert influences via polyamine synthesis. In our study, MD fathers showed elevated hepatic trimethylamine levels (another poly/biogenic amine) which has been shown to be elevated upon choline administration,^59^ supporting the notion that disruptions to biogenic amine abundance could have altered BK channel function. Further experiments are warranted to elucidate the intergenerational influences of paternal diets on polyamine biosynthetic pathways.

Methylation arrays identified additional differentially methylated regions in olfactory receptor gene clusters in MD F1 mice. This raises the possibility that increased bioavailability of methyl substrates drives persistent hypermethylation in AT-rich, heavily methylated loci associated with this most abundant vertebrate gene class.^60^ Future research can employ high-resolution bisulfite sequencing approaches to further define this phenomenon in conditions of excess methyl donor consumption in males.

Although significant enrichment of olfactory receptors among differentially methylated regions persisted into the F2 generation, the hippocampal dependent cognitive impairments did not. However, due to the breeding scheme, the F1 offspring animals used in the present study were isogenic while the F2 mice were not. Genetic heterogeneity in this intercross could have masked the detection of phenotypic differences in F2 offspring mice. Key future experiments could evaluate transgenerational influences of grandpaternal dietary methyl supplementation in isogenic lines. Likewise, performing the dietary manipulation in outcrossed mouse lines with subsequent determination of the intergenerational influences on behavior and physiology would help distinguish whether paternal methyl influences are masked under conditions of genetic heterogeneity. At present, additional research is necessary to identify the limits of paternal dietary influence on DNA methylation and other traits across generations, particularly in light of epidemiological evidence that male grandparental dietary abundance was associated with F2 health.^61, 62, 63^

Here we have demonstrated intergenerational effects on cognition, behavior and neurophysiological measures in response to a paternal MD. Since growing numbers of foods^64^ in certain countries are being fortified with methyl donors such as FA, increased comprehension of dietary methyl donor influences is warranted to prevent neurocognitive and metabolic alterations in subsequent generations. Our data indicate that an epidemiological assessment of paternal methyl donor consumption and the corresponding effects on offspring outcomes are justified in order to weigh potential costs and benefits of supplementation with FA and other methyl donors. Taken together, our study identified adverse effects of a paternal MD on cognitive and neural functions in offspring animals, raising the possibility that paternal dietary factors may be relevant causal factors for mental health issues in the subsequent generation.

## Figures and Tables

**Figure 1:**
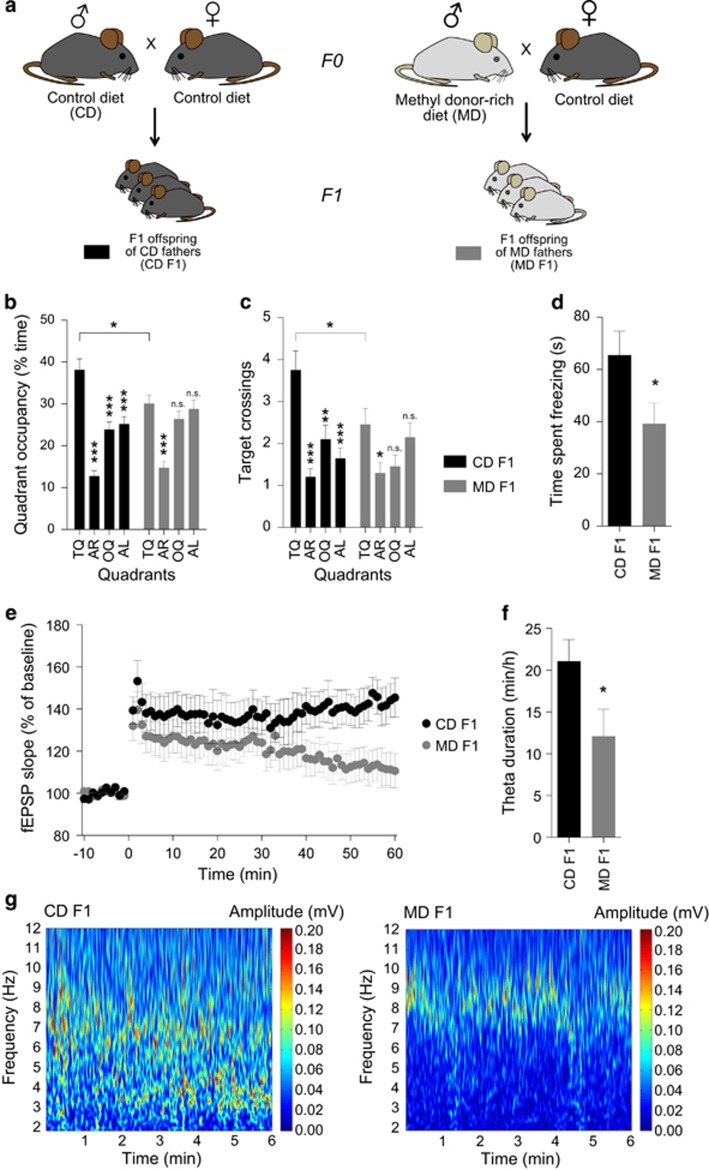
Impaired hippocampus-dependent learning and memory and altered hippocampal functions in MD F1 offspring mice. (**a**) Experimental design. (**b** and **c**) Quadrant occupancy measures (**b**) and target crossings (**c**) during a probe trial given after completion of water maze training (*n*=20 mice per group). Pool quadrants: TQ; AR; OQ; and AL. (**d**) Freezing during a context test given 1 day after training in a contextual fear conditioning paradigm (CD F1: *n*=17 mice; MD F1: *n*=14 mice). (**e**) Measurements of long-term potentiation at Schaffer Collateral/CA1 synapses in acute brain slices (CD F1, *n*=7 mice; MD F1, *n*=8 mice). (**f**) Quantification of oscillatory activity in the theta range measured during video-EEG analysis of CD F1 and MD F1 mice (*n*=11 mice per group). (**g**) Representative time frequency plots show reduced typical theta segments in a MD F1 mouse relative to a CD F1 mouse. All graphs display mean ± s.e.m. *P<0.05, **P<0.01, ***P<0.001. AL, adjacent left; AR, adjacent right; CD, control diet; EEG, electroencephalogram; MD, methyl donor-rich diet; OQ, opposite quadrant; TQ, target quadrant.

**Figure 2:**
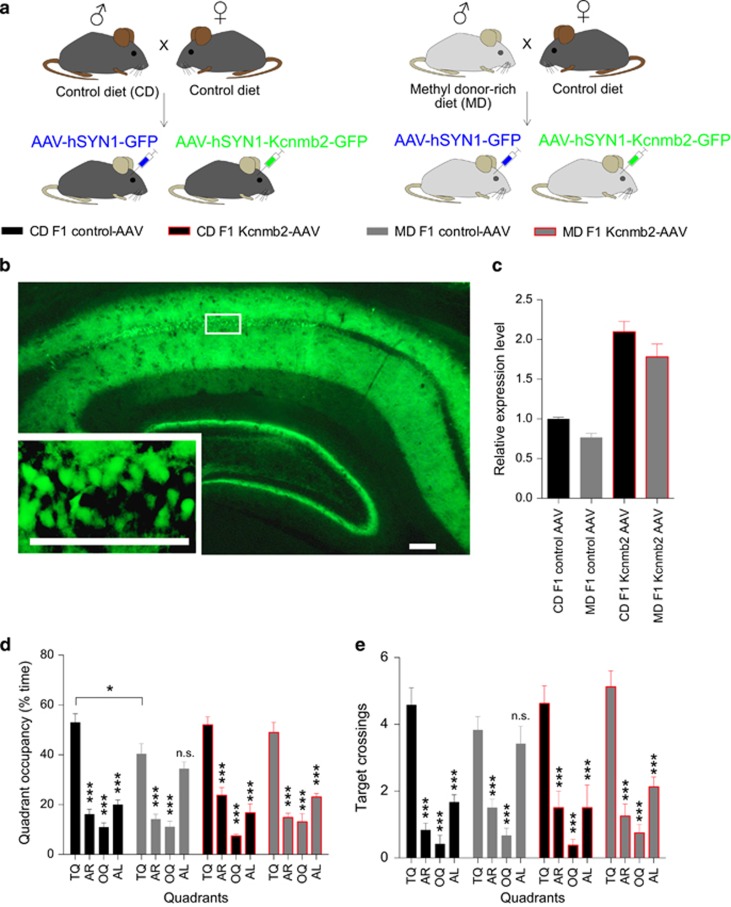
Hippocampal Kcnmb2 overexpression improved water maze impairments in MD F1 mice. (**a**) Experimental design. (**b**) Representative image of hippocampal slices infected with AAV1-hSyn1-Kcnmb2-IRES-GFP or control AAV1-hSyn1-GFP virus. Green, GFP, imaged 4 weeks after virus injection. Scale bar, 100 μm. (**c**) Relative *Kcnmb2* mRNA expression in the hippocampus after viral infection as determined by qPCR (*n*=5 mice per group; two-way ANOVA with the between-subjects factors paternal diet and AAV treatment: effect of paternal diet, *P*=0.0214; effect of AAV treatment, *P*<0.0001; paternal diet × AAV treatment interaction, *P*=0.7084). (**d** and **e**) Quadrant occupancy measures (**d**) and target crossings (**e**) during a probe trial given after completion of water maze training (CD F1 control-AAV, *n*=12 mice; MD F1 control-AAV, *n*=12 mice; CD F1 Kcnmb2-AAV, *n*=8 mice; MD F1 Kcnmb2-AAV, *n*=8 mice). Pool quadrants: TQ; AR; OQ; and AL. All graphs display mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001. AL, adjacent left; ANOVA, analysis of variance; AR, adjacent right; CD, control diet; GFP, green fluorescent protein; MD, methyl donor-rich diet; OQ, opposite quadrant; TQ, target quadrant.

**Figure 3:**
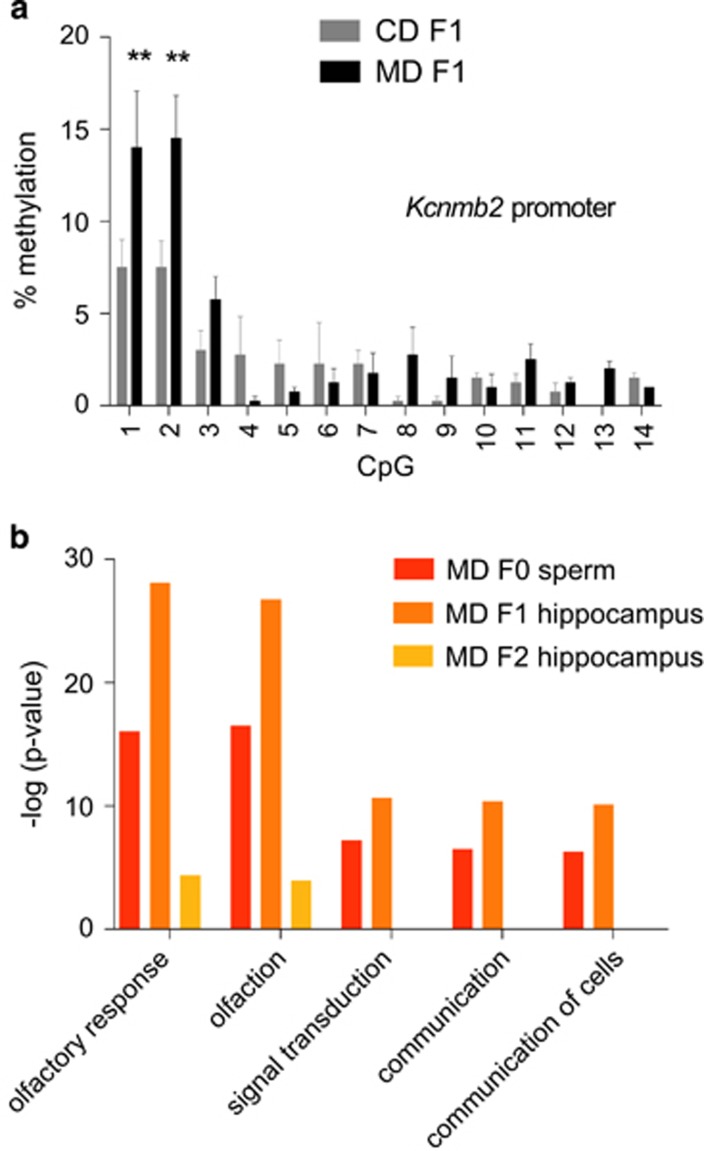
DNA methylation changes in hippocampal tissue of MD F1 mice. (**a**) Targeted bisulfite sequencing-based analysis of CpG methylation around the *Kcnmb2* transcription start site in hippocampal tissue of MD F1 and CD F1 mice (*n*=4 mice per group). (**b**) Genome-wide DNA methylation analyses using MeDIP-chip identified processes and pathways enriched among genes linked to hypermethylated regions in MD mice (fathers, F1 offspring, F2 offspring; for full results of the Ingenuity pathway analyses, see Supplementary Data Files 3). CD, control diet; MD, methyl donor-rich diet.

**Figure 4:**
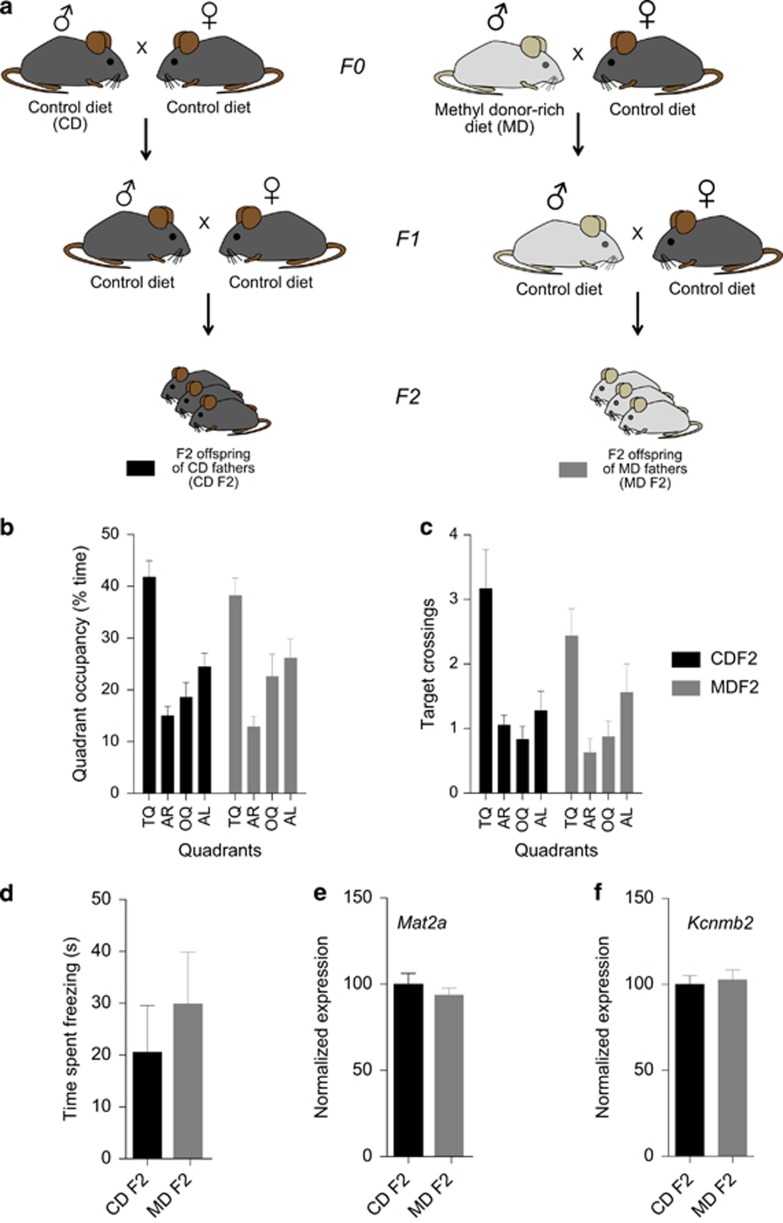
Grandpaternal exposure to a MD did not measurably affect learning and memory and hippocampal gene expression in F2 offspring mice. (**a**) Breeding scheme: male F1 offspring of MD and CD fathers were mated with CD F1 females to generate MD F2 and CD F2 offspring. (**b** and **c**) A probe trial performed after completion of training in a hidden version of the water maze revealed no obvious differences between MD F2 and CD F2 mice (CD F2, *n*=18 mice; MD F2, *n*=16 mice; (**b**), quadrant occupancy: two-way ANOVA with the between-subjects factor grandpaternal diet and the within-subjects factor quadrant: effect of grandpaternal diet, *P*=0.9141; effect of quadrant, *P*<0.0001; paternal diet × quadrant interaction, *P*=0.6842; (**c**), target crossings: two-way ANOVA with the between-subjects factor grandpaternal diet and the within-subjects factor quadrant: effect of grandpaternal diet, *P*=0.4356; effect of quadrant, *P*<0.0001; paternal diet × quadrant interaction, *P*=0.4648). Pool quadrants: TQ; AR; OQ; and AL. (**d**) MD F2 mice did not show measurably different freezing levels compared with CD F2 controls on a context test given 1 day after training in a contextual fear-conditioning task (CD F2, *n*=8 mice; MD F2, *n*=9 mice; *t*-test, *P*=0.5019). (**e** and **f**) qPCR-based quantification of hippocampal *Mat2a* and *Kcnmb2* expression did not reveal measurable differences between MD F2 and CD F2 mice (*n*=12 mice per group; *Mat2a*: *t*-test, *P*=0.4044; *Kcnmb2*: *t*-test, *P*=0.7334). ANOVA, analysis of variance; AL, adjacent left; AR, adjacent right; CD, control diet; MD, methyl donor-rich diet; qPCR, quantitative PCR; OQ, opposite quadrant; TQ, target quadrant.

# Supplementary material for: A paternal methyl donor-rich diet altered cognitive and neural functions in offspring mice
**Source:** Mol Psychiatry. 2017 Apr 4;23(5):1345–55. doi: 10.1038/mp.2017.53
**Supplement:** Supplementary Information

**Supplementary Information**

**Supplementary Methods**

**Morris water maze:** After handling mice to habituate them to experimental manipulations (2 min per animal for 7 days), mice were trained over two trials per day for 7 consecutive days to locate an escape platform hidden 1 cm underneath the water surface in a constant location of a pool (diameter: 120 cm). Training trials were terminated when the animal reached the escape platform or when 60 s had elapsed. To assess how accurately animals had learned the position of the escape platform, we conducted a probe trial after completion of training, during which the platform was removed from the pool and the search pattern of the animal was recorded by an automated system (Ethovision XT). With respect to the training trials, we analyzed escape latencies, thigmotaxis and distance travelled; regarding the probe trial, quadrant occupancy and target crossings were recorded. Additionally, we compared swimming speed, thigmotaxis, and cumulative distance to the platform during the probe trial across groups. To ensure that visually guided behavior was comparable between groups we completed the water maze experiments by delivering 4 visible training trials, during which the platform was marked by a clearly visible cue and had alternating spatial positions within the pool.

***In vivo* electrophysiology:** Positioning of the differential intracerebral electrode ((-)-lead) of the TA10ETAF20 Transmitter (DSI) targeting the hippocampal CA1 region was as follows: bregma -2 mm, lateral of bregma 1.5 mm (right hemisphere), dorsoventral (depth) 1.5 mm. The epidural reference electrode ((+)-lead) was placed on the cerebellar cortex at: bregma -6 mm, lateral of bregma 1 mm (right hemisphere). For postoperative pain management animals were administered carprofen (5 mg/kg sc., Rimadyl, Parke-Davis/Pfizer). Animals were allowed to recover for 10 days prior to subsequent recordings. Validation of EEG electrode placement was carried out post mortem.1 Ten days after radiotransmitter implantation, simultaneous video-EEG recordings from the hippocampal CA1 region were performed for 48 h using Dataquest ART 4.2 software (DSI) at a sampling rate of 1000 Hz with no a priori filter cut-off.

Complex EEG analysis was performed for spontaneous 48 h recordings at a sampling rate of 1000 Hz. Data segments with a length of 60 min each were extracted from the 48 h total recordings. Data segments were analyzed using complex Morlet wavelets to calculate both frequency and amplitude of oscillations as described previously.1, 2 The complex Morlet wavelet was used to analyze EEG data in the frequency range of 0.2 – 12 Hz with a step size of 0.1 Hz. A task-adjusted theta-oscillation detection criterion2 was applied to elaborate the frequencyarchitecture of theta activity. Theta-positive oscillatory segments of 2.5 s duration3 were defined as follows (Amax: maximum amplitude):

EEG segments identiﬁed as theta oscillation epochs were compared across groups. Furthermore, behavioral activity data were used to assign CA1 theta activity measurements to either active or non-active motor behavioral states. All EEG calculations were done using custom-made programs in Matlab (The MathWorks Inc., Version R2012b).

**Neuron computational model**: The compartmental model of a CA1 pyramidal was implemented in the NEURON simulation environment.4 The biophysical model of the CA1 pyramidal neuron has been described earlier.5, 6 The model consists of 183 compartments and includes a variety of passive and active membrane mechanisms known to be present in CA1 pyramidal cells. We assumed a uniform membrane resistance of Rm = 40 kΩ.cm2; a uniform intracellular resistivity Ra = 70 Ω.cm; and a specific membrane capacitance of 1.0 µF.cm-2. The resting membrane potential of the model neuron was set at -66 mV. Active mechanisms included, Hodgkin-Huxley-type Na+ currents (axonal: Iana; dendritic: Idna), voltage-dependent K+ currents (IKdr; IA; IM), a fast Ca++ and voltage-dependent K+ current, IfAHP; a slow Ca++-dependent K+ current, IsAHP; a hyperpolarization-activated non-specific cation current (Ih); a low-voltage activated calcium current IcaT; a persistent sodium current INap; and four types of Ca++- and voltage-dependent calcium currents (IcaN; IcaR; IcaL-1.3; IcaL-1.2). Channel equations, distributions and densities of Ina, IKdr and IA are described in more detail elsewhere.5 In order to model decreased BK channel inactivation, the mod file for I(AHP) was changed accordingly. AMPA and NMDA currents were activated on the apical dendrites of the CA1 neuron model depending on the experiment. For all experimental simulations, 10 different runs were conducted and, in each run, synapses on different dendritic segments were activated. In order to study the frequencies generated by the CA1 neuron model, we stimulated the neuron model with 15 synapses at 10 different dendritic segments. In order to maintain the output levels of excitability the same, we stimulated the CA1 neuron model with 100 synapses at 10 different dendritic segments. Power spectra were generated on the summed synaptic currents (AMPA, NMDA, and GABAA) generated by the pyramidal neurons in the network, averaged for 10 trials, over a 1 s period of steady-state persistent activity, 3 s after the end of the stimulus. The averaged synaptic currents were first decimated and then the mean square power spectrum was calculated using the periodogram method.

***Description of the fast calcium dependent potassium current*** :

The channel has three states according to 7: active (O), non active (C) and inactivated (I).

The transition from C🡪O is calcium dependent. The transition from O🡪I is voltage dependent and is responsible for the presence of the fast afterhyperpolarization potential. The transition from I🡪C is voltage dependent and slow as well.

where K1, K2, K4 are described by function and K3 by function and correspond to the transition rates between open (O), close (C) and inactivated (I) states:

(114)

(115)

where

|  | (ms) | (ms) | (mV) | K (mV) |
| --- | --- | --- | --- | --- |
| K1 | 0.1 | - | -10 | 1.0 |
| K2 | 0.1 | - | -120 | -10.0 |
| K3 | 0.001 | 1.0 | -20 | 7.0 |
| K4 | 0.01 | - | -44 | -5.0 |

In order to simulate the decrease in the current inactivation, the following parameters were used:

|  | (ms) | (ms) | (mV) | K (mV) |
| --- | --- | --- | --- | --- |
| K1 | 0.1 | - | -10 | 1.0 |
| K2 | 0.1 | - | -120 | -70.0 |
| K3 | 0.001 | 1.0 | -20 | 50.0 |
| K4 | 0.01 | - | -44 | -5.0 |

**Supplementary Results**

We used a computation neuron model to study possible functional effects of decreased BK current inactivation. BK-mediated current underlies the fast afterhyperpolarization.8 Under physiological conditions, this current inactivates within a spike train.7 In addition, it is also found in the dendrites of CA1 pyramidal neurons9 where it could contribute to synaptic integration.10

We used a compartmental neuron model of a CA1 pyramidal cell, which has been validated extensively previously.5, 6 We modeled decreased BK channel inactivation by changing specific parameters in the mod file that simulates the current through the BK channels. As a result, the inactivation of the BK current was decreased when the model neuron was stimulated with current injection at the soma for 500 ms (**Supplementary Figure 1**). This effect resulted in slightly decreased neuronal excitability, since fewer action potentials were generated with the same amplitude of current injection (**Supplementary Figure 1**).

Next, we wanted to determine the effect of decreased BK channel inactivation on the synaptic properties and synaptic integration along the apical dendrites of the CA1 neuron model. We found that the decreased BK current inactivation did not affect the excitatory postsynaptic potential (EPSP) generated by stimulation of a single synapse (**Supplementary Figure 2**). However, when more synapses at different dendritic segments were stimulated, the resulting somatic EPSP was significantly decreased (**Supplementary Figure 2**), suggesting that spatial integration of the synaptic inputs was modified and resulted in decreased excitability at the soma. Furthermore, if a synapse was stimulated 5 times at 20 Hz frequency, we found that the 5th EPSP at the soma was significantly reduced when the BK current inactivation was decreased (**Supplementary Figure 2**). Finally, when the CA1 neuron received synaptic stimulation at 10 different dendritic segments at 20 Hz frequency, both the first and the fifth EPSP were significantly reduced, suggesting an overall reduction in excitability at the soma (**Supplementary Figure 2**). Next, we investigated the output frequency of the CA1 neuron model upon receiving incoming synaptic stimulation in the theta range. We found that, when the BK current inactivation was reduced, similar incoming stimulation resulted in significantly reduced power in the theta range (**Supplementary Figure 2**). However, at the same time, the neuronal excitability of the CA1 neuron model was also decreased compared to the control CA1 model. Therefore, we increased the incoming stimulation in order for the excitability of both the control and ‘decreased BK current inactivation’ models to be equal. Under this condition, the theta power was still reduced in the ‘decreased BK current inactivation’ model (**Supplementary Figure 2**).

**Supplementary References**

1. Siwek ME, Muller R, Henseler C, Trog A, Lundt A, Wormuth C *et al.* Altered theta oscillations and aberrant cortical excitatory activity in the 5XFAD model of Alzheimer's disease. *Neural Plast* 2015; **2015:** 781731.

2. Muller R, Struck H, Ho MS, Brockhaus-Dumke A, Klosterkotter J, Broich K *et al.* Atropine-sensitive hippocampal theta oscillations are mediated by Cav2.3 R-type Ca(2)(+) channels. *Neuroscience* 2012; **205:** 125-139.

3. Goutagny R, Krantic S. Hippocampal oscillatory activity in Alzheimer's disease: toward the identification of early biomarkers? *Aging Dis* 2013; **4**(3)**:** 134-140.

4. Hines ML, Carnevale NT. The NEURON simulation environment. *Neural Comput* 1997; **9**(6)**:** 1179-1209.

5. Poirazi P, Brannon T, Mel BW. Arithmetic of subthreshold synaptic summation in a model CA1 pyramidal cell. *Neuron* 2003; **37**(6)**:** 977-987.

6. Liebmann L, Karst H, Sidiropoulou K, van Gemert N, Meijer OC, Poirazi P *et al.* Differential effects of corticosterone on the slow afterhyperpolarization in the basolateral amygdala and CA1 region: possible role of calcium channel subunits. *J Neurophysiol* 2008; **99**(2)**:** 958-968.

7. Shao LR, Halvorsrud R, Borg-Graham L, Storm JF. The role of BK-type Ca2+-dependent K+ channels in spike broadening during repetitive firing in rat hippocampal pyramidal cells. *J Physiol* 1999; **521 Pt 1:** 135-146.

8. Adams PR, Constanti A, Brown DA, Clark RB. Intracellular Ca2+ activates a fast voltage-sensitive K+ current in vertebrate sympathetic neurones. *Nature* 1982; **296**(5859)**:** 746-749.

9. Sailer CA, Kaufmann WA, Kogler M, Chen L, Sausbier U, Ottersen OP *et al.* Immunolocalization of BK channels in hippocampal pyramidal neurons. *Eur J Neurosci* 2006; **24**(2)**:** 442-454.

10. Storm JF. Temporal integration by a slowly inactivating K+ current in hippocampal neurons. *Nature* 1988; **336**(6197)**:** 379-381.

**Supplementary Figures**

**
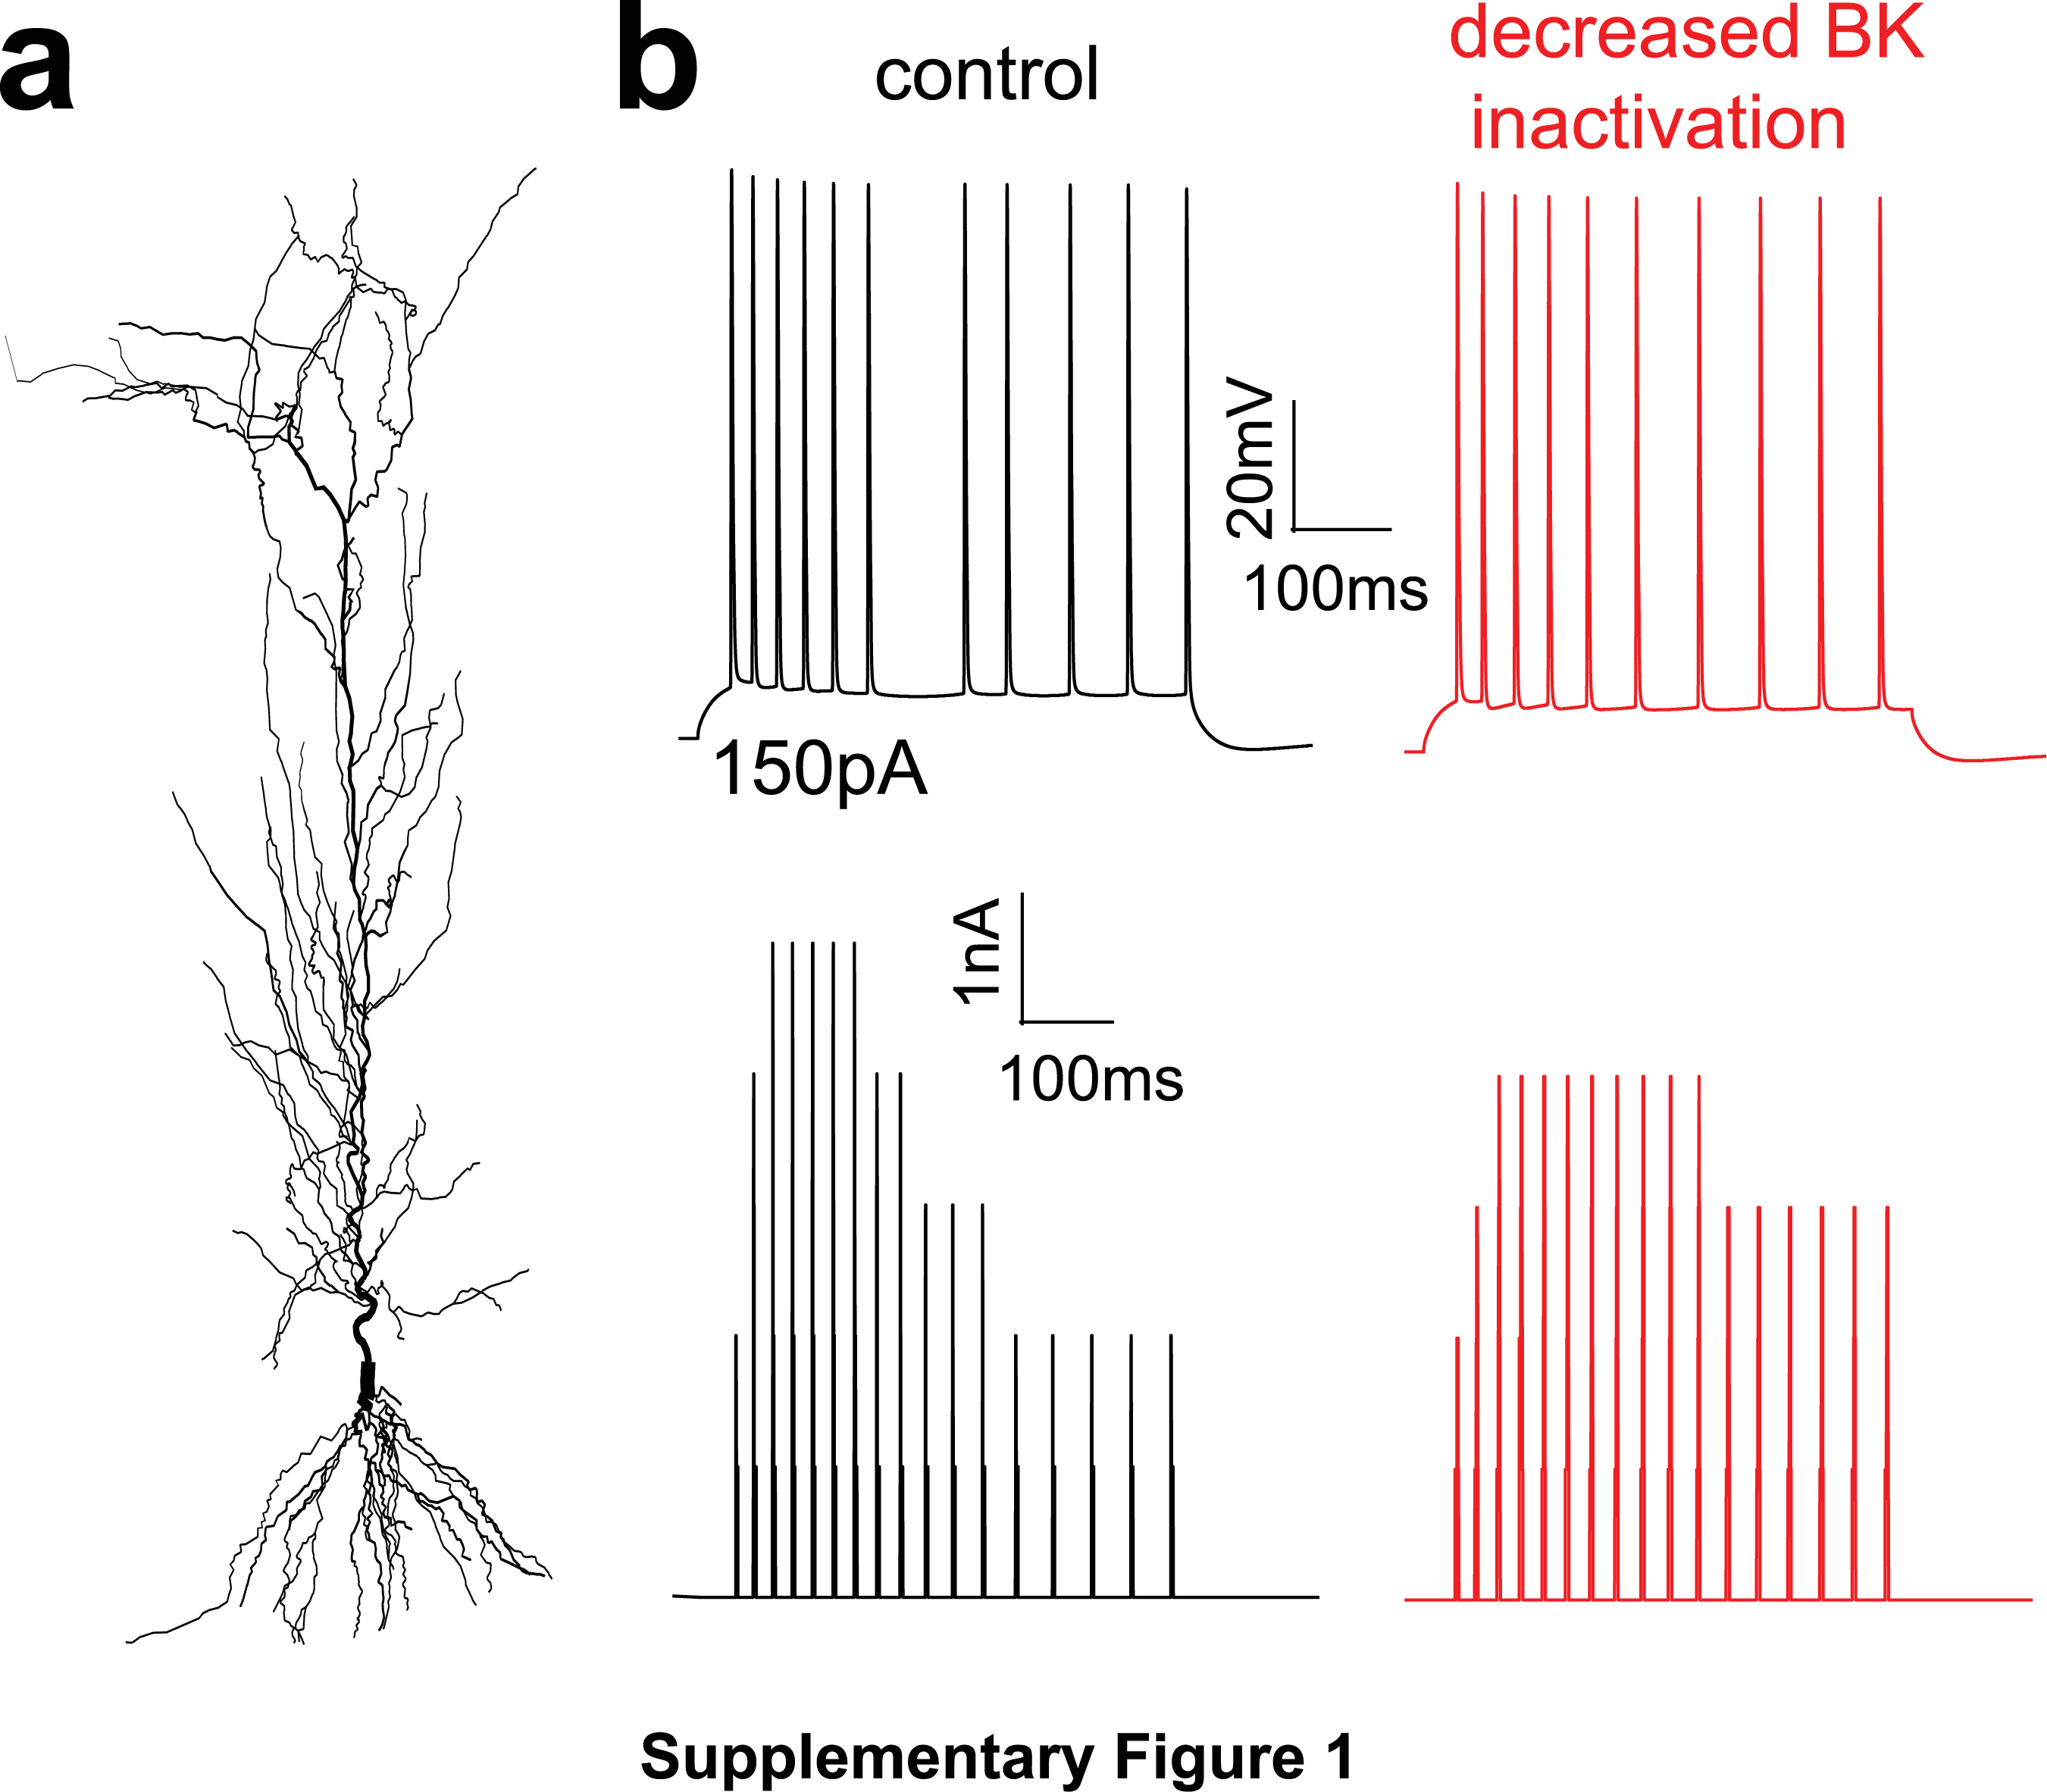
**

**Supplementary Figure 1. Simulating decreased BK current inactivation in a detailed CA1 neuron model**. (**a**) Schematic of the morphology of the CA1 neuron model used. (**b**) Train of action potentials (top) and recorded IBK (bottom) in response to a 150 pA, 500 ms step-pulse stimulation at the soma under control conditions (black traces) and under conditions of decreased BK current inactivation.

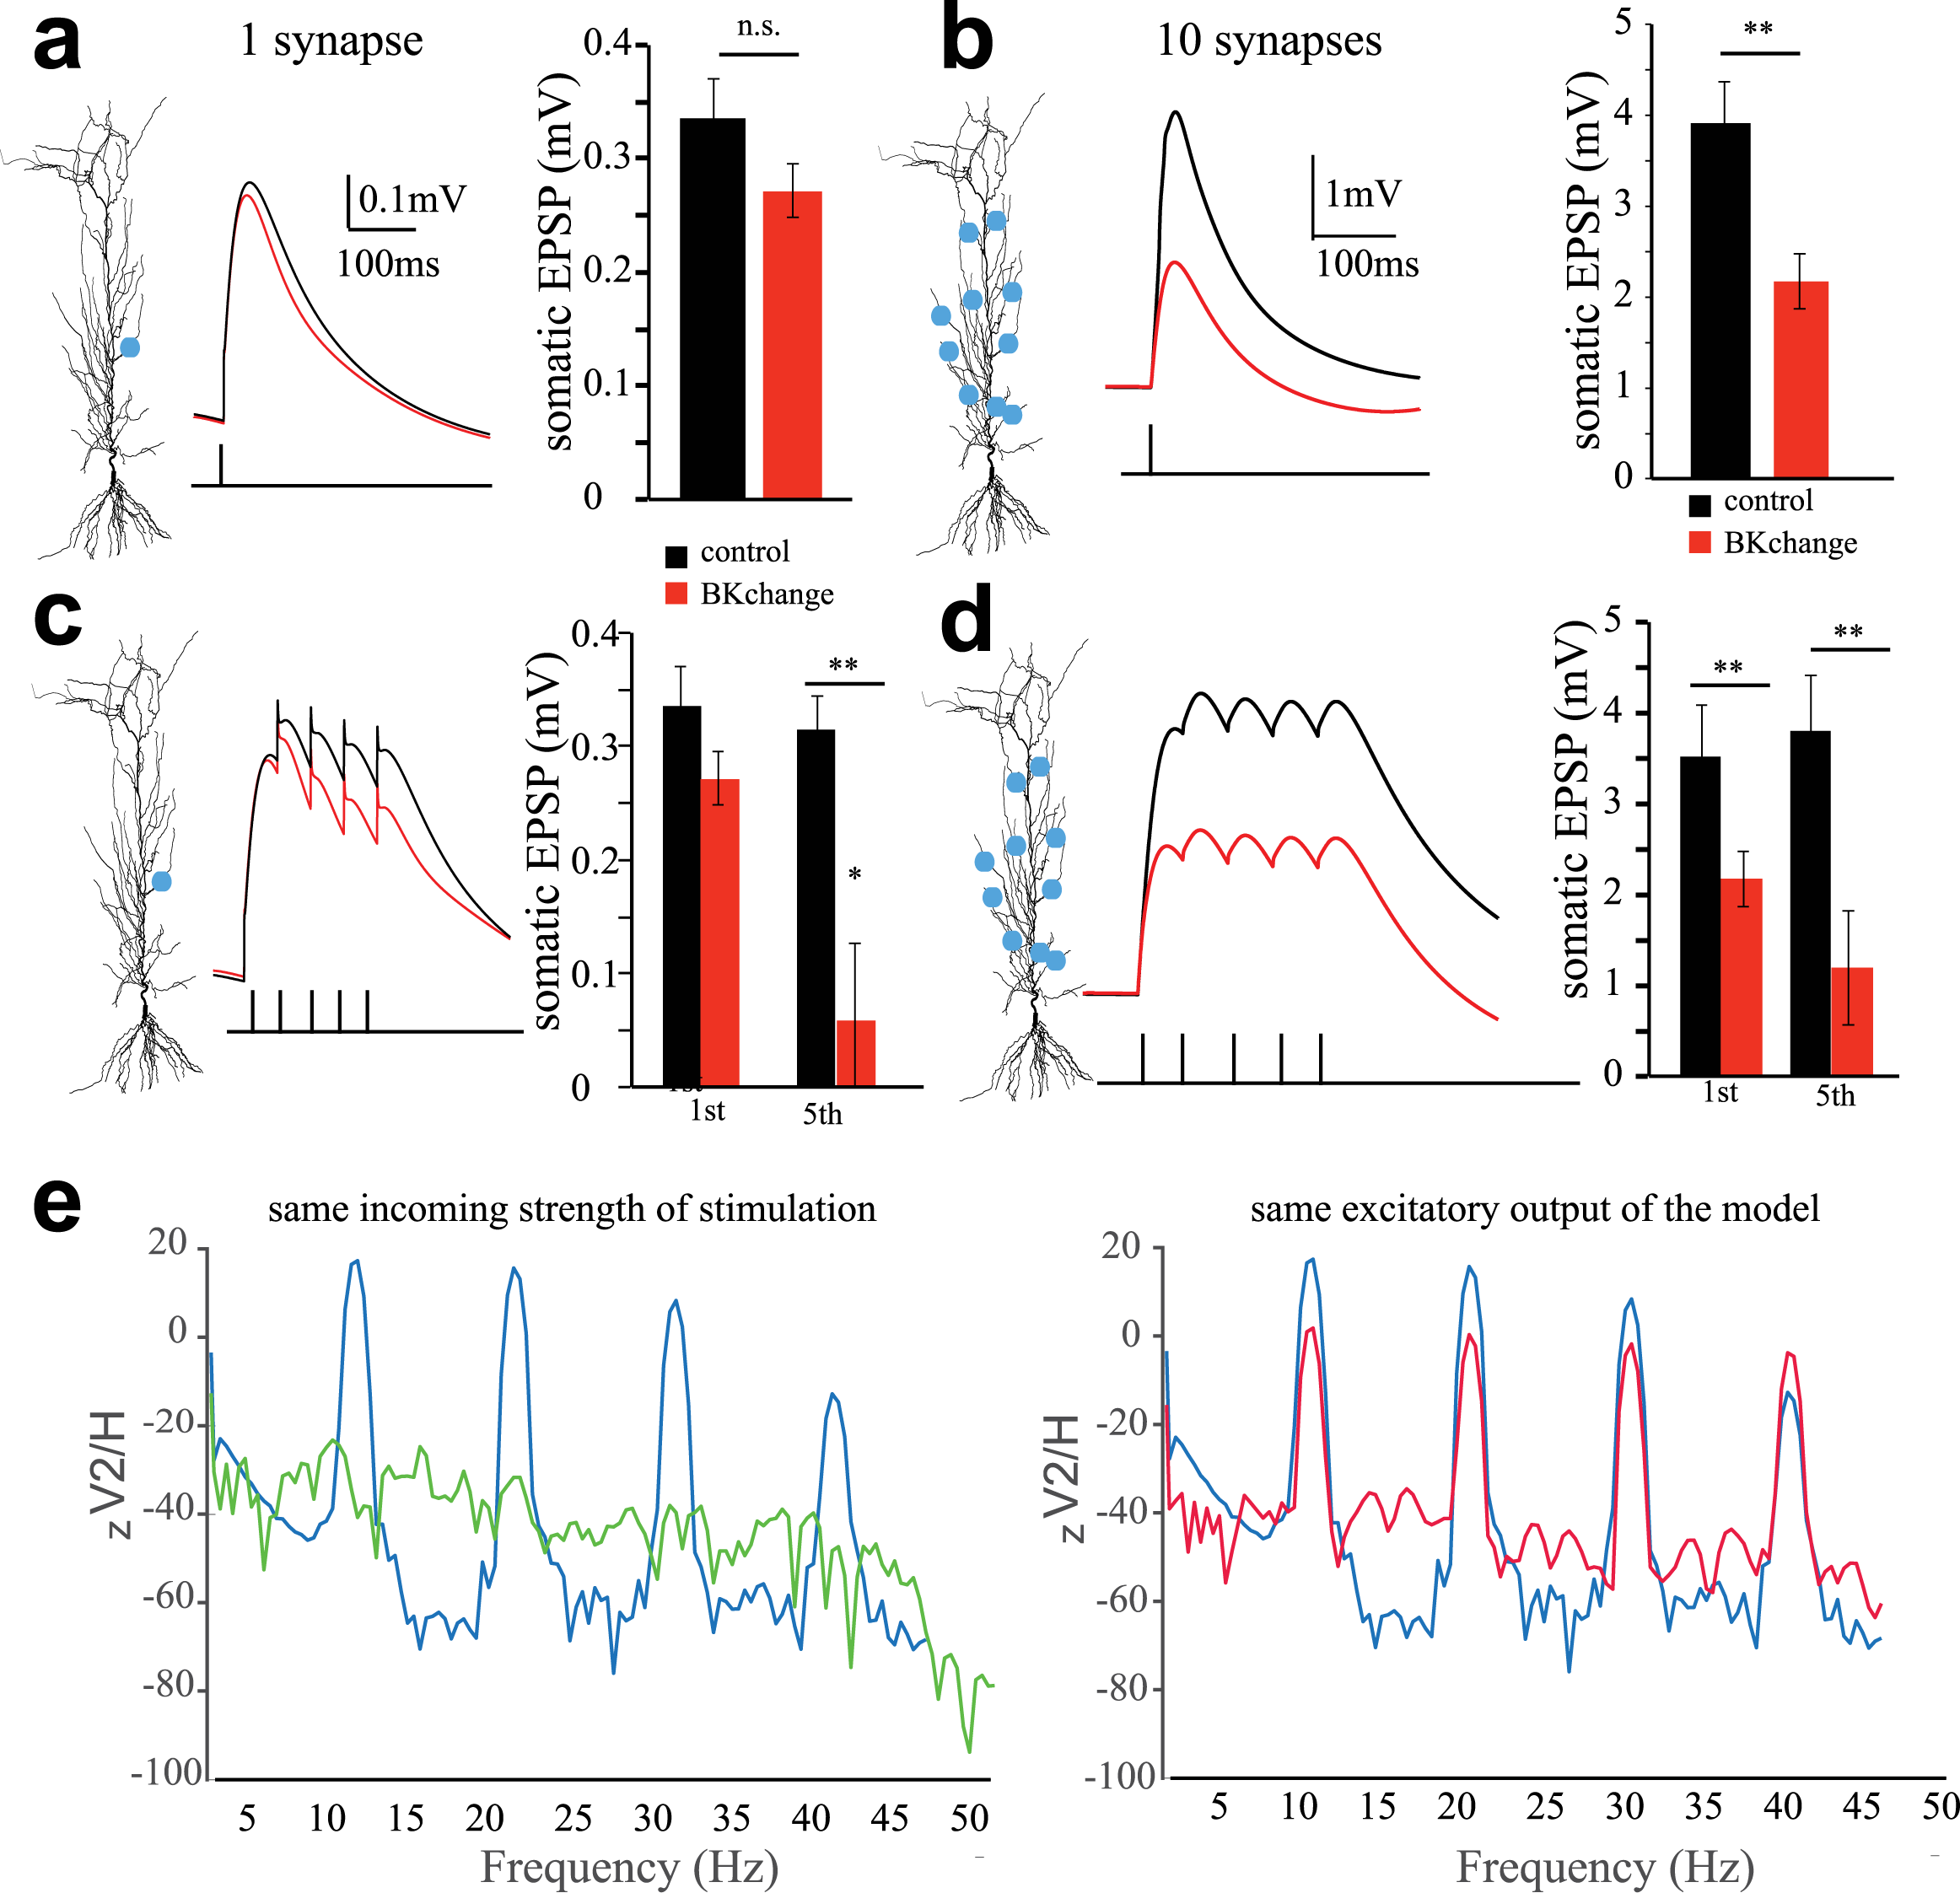

**Supplementary Figure 2.** **The effects of decreased BK current inactivation on synaptic integration and power spectra of cumulative synaptic activity**. Results are shown as representative traces and as bar graphs of the average of 10 simulation runs with each run activating a different dendrite or set of dendrites. (**a**) The somatic EPSP in response to a single synapse stimulation, showing that decreased BK current inactivation did not significantly affect the propagation of single synapse activation to the soma. (**b**) The somatic EPSP in response to stimulation of 10 synapses dispersed on different apical dendrites, showing that decreased BK current inactivation significantly decreased the somatic EPSP. (**c**) The somatic EPSP in response to 5-times 20 Hz stimulation of a single synapse, showing that decreased BK current inactivation significantly reduced the amplitude of the 5th somatic EPSP. (**d**) The somatic EPSP in response to 5-times 20 Hz stimulation of 10 dispersed synapses, showing that decreased BK current inactivation reduced the amplitude of the 1st and 5th somatic EPSP. (**e**) The CA1 neuron model was stimulated with 100 synapses dispersed at a theta frequency. The summed synaptic currents were analyzed for the power spectra. We found that the power of the theta frequency was significantly reduced when the stimulation parameters (i.e. the number of synapses stimulated) were the same between the two conditions (control and decreased BK current inactivation). If the number of synapses stimulated was increased in the ‘decreased BK current inactivation’ condition so that the output of the model neuron was similar to the control, then the power of the theta rhythm was increased, although still reduced compared to control. * *P* < 0.05; ** *P* < 0.01.

**Supplementary Figure 3. Metabolic parameters changed due to methyl donor-rich diet in F0 and F1**. (**a**) Metabolites in F0 father liver homogenates from control (CD) or methyl diet groups (MD); *n* = 5 mice per group. (**b**) Metabolites in liver homogenates from F1 offspring of CD and MD fathers. *n* = 5 mice per group. (**c**) F1 plasma lactate and urea levels. CD F1, *n* = 22 mice; MD F1, *n* = 23 mice. (**d**) Respiratory exchange level (RER) over 23 hours as a measure of relative lipid or carbohydrate metabolism. *n* = 16 mice per group. (**e**) Elevated focal steatosis in MD F1 offspring in H&E stained liver sections. (**a**) – (**d**) Data were compared across groups by unpaired t-tests. *P*-values are provided in the figure. * P < 0.05; ** *P* < 0.01; *** *P* < 0.001.

**Supplementary Tables**

**Supplementary Table 1. Behavioral analyses of MD F1 and CD F1 mice.** TwA: Two-way ANOVA; pd: effect of paternal diet; t: effect of trial; i: interaction; d: effect of day; si: effect of sound intensity.

|  | CD F1 offspring | | MD F1 offspring | | Statistical analysis |
| --- | --- | --- | --- | --- | --- |
| *n* | Mean +/- SEM | *n* | Mean +/- SEM |
| (a) Hidden version of the Morris water maze  Training trials:  - Escape latency (s)  Day 1  Day 2  Day 3  Day 4  Day 5  Day 6  Day 7  - Thigmotaxis (% time)  Day 1  Day 2  Day 3  Day 4  Day 5  Day 6  Day 7  - Distance travelled (cm)  Day 1  Day 2  Day 3  Day 4  Day 5  Day 6  Day 7  Probe trial:  - Distance traveled (cm)  - Cumulative proximity to target (cm)  - Thigmotaxis (% time)  - Swim speed (cm/s) | 20 | 44.940 +/- 2.801  40.539 +/- 2.827  29.664 +/- 3.465  27.091 +/- 2.984  19.007 +/- 2.842  14.271 +/- 2.701  18.622 +/- 3.548  58.18 +/- 3.268  34.88 +/- 3.107  21.30 +/- 2.791  15.79 +/- 3.133  9.447 +/- 2.836  5.030 +/- 1.305  3.414 +/- 1.175  891.3 +/- 58.65  896.7 +/- 60.89  660.6 +/- 78.91  615.8 +/- 68.36  416.4 +/- 69.53  301.0 +/- 59.74  396.2 +/- 79.50  1378 +/- 33.67  2563 +/- 87.07  6.974 +/- 1.929  23.00 +/- 0.5613 | 20 | 40.135 +/- 3.263  29.667 +/- 4.150  35.245 +/- 4.589  22.927 +/- 3.857  23.866 +/- 3.062  16.048 +/- 2.963  28.963 +/- 3.583  55.80 +/- 4.352  28.32 +/- 3.851  23.12 +/- 3.439  14.98 +/- 2.594  11.78 +/- 2.585  5.167 +/- 1.273  8.514 +/- 2.449  832.8 +/- 70.57  665.3 +/- 93.86  785.9 +/- 102.8  510.0 +/- 84.71  528.5 +/- 75.01  337.9 +/- 67.13  627.8 +/- 73.37  1385 +/- 43.61  2800 +/- 92.86  11.75 +/- 2.802  23.11 +/- 0.7277 | TwA:  pd, *P*=0.8605;  d, *P*<0.0001;  i, *P*=0.0202  TwA:  pd, *P*=0.9826;  d, *P*<0.0001;  i, *P*=0.3511  TwA:  pd, *P*=0.7507;  d, *P*<0.0001;  i, *P*=0.0299  t-test, *P*=0.9034  t-test, *P*=0.0713  t-test, *P*=0.1685  t-test, *P*=0.9001 |
| (b) Visible version of the Morris water maze  Escape latency (s)  Trial 1  Trial 2  Trial 3  Trial 4 | 20 | 16.285 +/- 2.265  17.135 +/- 2.439  9.797 +/- 1.886  10.995 +/- 1.464 | 20 | 16.025 +/- 2.881  17.320 +/- 2.306  9.325 +/- 1.927  10.037 +/- 1.084 | TwA:  pd, *P*=0.8220;  t, *P*=0.0001;  i, *P*=0.9937 |
| (c) Open field  - Distance travelled (cm)  - Number of rearings  - Total time spent in the center (s) | 25 | 13882 +/- 443.5  80.96 +/- 4.304  104.7 +/- 11.56 | 19 | 13295 +/- 516.4  83.37 +/- 5.077  90.67 +/- 13.16 | t-test, *P*=0.3923  t-test, *P*=0.7182  t-test, *P*=0.4296 |
| (d) Grip strength  Mean force (g)  2-paw  4-paw | 25 | 113.3 +/- 2.072  212.7 +/- 4.640 | 19 | 115.7 +/- 3.041  214.5 +/- 4.284 | t-test, *P*=0.5006  t-test, *P*=0.7827 |
| (e) Accelerating rotarod  Latency to fall (s)  Trial 1  Trial 2  Trial 3 | 25 | 62.48 +/- 8.234  94.04 +/- 10.47  108.0 +/- 10.44 | 19 | 68.00 +/- 12.06  90.79 +/- 12.63  113.7 +/- 12.40 | TwA:  pd, *P*=0.8406;  t, *P*<0.0001;  i, *P*=0.7859 |
| (f) Hot plate  Response latency (s)  First response  Second response | 24 | 13.07 +/- 0.5508  16.85 +/- 0.5844 | 19 | 12.58 +/- 0.5969  17.41 +/- 0.5831 | t-test, *P*=0.5532  t-test, *P*=0.5038 |
| (g) Acoustic startle reactivity  NB  70 dB  80 dB  85 dB  90 dB  100 dB  110 dB  120 dB | 25 | 72.53 +/- 10.79  144.6 +/- 15.27  231.9 +/- 21.99  509.5 +/- 42.12  1026 +/- 72.62  1824 +/- 77.66  2058 +/- 91.98  1993 +/- 95.19 | 19 | 75.41 +/- 13.98  150.6 +/- 16.43  271.7 +/- 36.88  596.5 +/- 65.62  1188 +/- 73.65  1938 +/- 94.33  2016 +/- 69.80  1994 +/- 89.80 | TwA:  pd, *P*=0.4473;  si, *P*<0.0001;  i, *P*=0.4401 |
| (h) Prepulse inhibition (%)  67 dB  69 dB  73 dB  81 dB  Global | 25 | 38.32 +/- 1.998  41.20 +/- 2.914  51.43 +/- 3.047  62.58 +/- 2.123  48.38 +/- 2.217 | 19 | 27.87 +/- 3.698  33.13 +/- 3.685  41.58 +/- 4.118  61.61 +/- 1.961  41.06 +/- 2.999 | TwA:  pd, *P*=0.0506;  si, *P*<0.0001;  i, *P*=0.0259  t-test, *P*=0.0510 |

**Supplementary Table 2.**  **Summary of hippocampal EEG recordings and awake EEG parameters and results for control and methyl diet F1 offspring.**

|  | CD F1 offspring | | MD F1 offspring | | Statistical analysis |
| --- | --- | --- | --- | --- | --- |
| *n* | Mean +/- SEM | *n* | Mean +/- SEM |
| Theta duration  (min/h)  - During motor activity  - During absence of motor activity  Motor activity | 11 | 5.548 +/- 0.5692  15.52 +/- 2.146  10.45 +/- 0.7972 | 11 | 3.236 +/- 0.9312  8.865 +/- 2.346  11.59 +/- 0.8720 | t-test, *P* = 0.0469  t-test, *P* = 0.0492  t-test, *P* = 0.3453 |

**Supplementary Table 3. Gene expression changes in hippocampus of MD F1 mice**. The table shows differentially expressed genes (FDR < 0.1) identified in a microarray-based comparison of hippocampal gene expression in CD F1 and MD F1 mice (per group, we used *n* = 6 pools of n = 4 mice each). Listed are probe IDs, gene symbols and descriptions, log fold changes (MD F1 / CD F1), *P* values and false discovery rates (FDR).

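Each entry of the table is a probe of the array, so a gene can have further probes that are not listed, and the log fold change is the difference of mean log2 signals. The paper's table holds 33 probes, 7 higher and 26 lower in MD F1, and 21 of them carry a gene symbol there. In the deposited files, all 33 changed in the direction of the table, and the log2 fold changes differed from the paper's by at most 0.03. The FDRs of these probes in limma ran up to 0.153, and their ranks by p reached 56. Under an FDR of 0.1 were 7 of the 33, and 6 further probes outside the table also passed it. On all 12 F1 arrays, 30 of the 33 probes were well above background. The lowest log2 fold change of the list was -1.28 (A_55_P2209273), and the highest were 0.59 for Kiss1 and 0.58 for 1700012B09Rik. Further genes with higher signal were Capsl (0.51), Kif9 (0.50), Ccdc153 (0.48) and Lrrc43 (0.45), and further genes with lower signal included Pank3 (-0.88), LOC100048657 (-0.82) and Kcnj2 (-0.59).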

| Probe | Symbol | Description | logFC | *P* value | FDR |
| --- | --- | --- | --- | --- | --- |
| A_55_P2334927 |  |  | -0.46 | 2.91E-06 | 5.80% |
| A_55_P2252891 |  |  | -0.52 | 4.35E-06 | 5.80% |
| A_55_P2333126 |  |  | -0.59 | 5.53E-06 | 5.80% |
| A_55_P2007761 | Kcnmb2 | potassium large conductance calcium-activated channel, subfamily M, beta member 2 | -0.81 | 7.17E-06 | 5.80% |
| A_66_P109802 | EG13909 | predicted gene, EG13909 | -0.89 | 1.16E-05 | 7.52% |
| A_55_P2094044 | AU042671 | expressed sequence AU042671 | -0.43 | 2.10E-05 | 9.45% |
| A_51_P511511 | Stk33 | serine/threonine kinase 33 | 0.42 | 2.21E-05 | 9.45% |
| A_55_P2378129 |  |  | -0.66 | 3.55E-05 | 9.45% |
| A_55_P1955497 | LOC100048657 | hypothetical protein LOC100048657 | -0.82 | 3.60E-05 | 9.45% |
| A_55_P2157507 |  |  | -0.93 | 4.41E-05 | 9.45% |
| A_51_P196207 | Capsl | calcyphosine-like | 0.52 | 4.49E-05 | 9.45% |
| A_55_P1964533 | Lrrc43 | leucine rich repeat containing 43 | 0.45 | 4.55E-05 | 9.45% |
| A_55_P1981909 | Ptprt | protein tyrosine phosphatase, receptor type, T | -0.52 | 4.68E-05 | 9.45% |
| A_55_P2168490 |  |  | -1.03 | 5.13E-05 | 9.45% |
| A_55_P2007165 |  |  | -0.6 | 5.24E-05 | 9.45% |
| A_55_P2032362 |  |  | -0.76 | 5.62E-05 | 9.45% |
| A_55_P2081945 | 380650 | predicted gene, 380650 | -0.5 | 6.39E-05 | 9.45% |
| A_55_P2167898 | Nat9 | N-acetyltransferase 9 (GCN5-related, putative) | -0.46 | 6.75E-05 | 9.45% |
| A_52_P352735 | Ccdc153 | coiled-coil domain containing 153 | 0.49 | 6.78E-05 | 9.45% |
| A_55_P2413722 |  |  | -0.66 | 7.45E-05 | 9.45% |
| A_55_P2209273 |  |  | -1.28 | 7.79E-05 | 9.45% |
| A_55_P2035519 | Kif9 | kinesin family member 9 | 0.5 | 8.14E-05 | 9.45% |
| A_52_P44030 | Exoc3 | exocyst complex component 3 | -0.55 | 8.26E-05 | 9.45% |
| A_55_P2047809 | Snhg11 | small nucleolar RNA host gene 11 (non-protein coding) | -0.63 | 8.30E-05 | 9.45% |
| A_52_P287692 | Stk32c | serine/threonine kinase 32C | -0.51 | 8.63E-05 | 9.45% |
| A_51_P500344 | Mat2a | methionine adenosyltransferase II, alpha | -0.41 | 8.77E-05 | 9.45% |
| A_55_P2069765 | Kiss1 | KiSS-1 metastasis-suppressor | 0.59 | 8.92E-05 | 9.45% |
| A_55_P2100705 |  |  | -0.5 | 1.04E-04 | 9.51% |
| A_55_P1970655 |  |  | -0.45 | 1.05E-04 | 9.51% |
| A_51_P125986 | Gan | giant axonal neuropathy | -0.69 | 1.06E-04 | 9.51% |
| A_52_P503614 | Kcnj2 | potassium inwardly-rectifying channel, subfamily J, member 2 | -0.59 | 1.12E-04 | 9.77% |
| A_52_P572197 | Pank3 | pantothenate kinase 3 | -0.88 | 1.21E-04 | 9.79% |
| A_51_P193686 | 1700012B09 | RIKEN cDNA 1700012B09 gene | 0.59 | 1.24E-04 | 9.79% |

**Supplementary Table 4. Quantitative RT-PCR analyses of *Mat2a* and *Kcnmb2* expression in hippocampi from control (CD) and methyl diet (MD) F1 offspring.** *Actb* was used as internal control in the experiments shown. Note: qPCR experiments using additional housekeeping genes (*B2m*, *Gapdh* and *Gusb*) yielded similar results (data not shown).

|  | CD F1 offspring | | MD F1 offspring | | Statistical analysis |
| --- | --- | --- | --- | --- | --- |
| *n* | Mean +/- SEM | *n* | Mean +/- SEM |
| qPCR  Normalized expression  *Mat2a*  *Kcnmb2* | 4  9 | 1.00 +/- 0.0094  1.00 +/- 0.0443 | 5  6 | 0.7563 +/- 0.0234  0.8242 +/- 0.0747 | t-test, *P* < 0.0001  t-test, *P* = 0.0497 |

**Supplementary Table 5. Summary of Morris water maze data of control diet (CD) and methyl diet (MD) F1 offspring treated with either hippocampal control AAV or hippocampal Kcnmb2-overexpressing AAV.** ThrwA: Three-way ANOVA; TwA: Two-way ANOVA; pd: effect of paternal diet; d: effect of day; aav: effect of AAV treatment; i: paternal diet x AAV treatment interaction; i(d x pd): day x paternal diet interaction; i(d x aav): day x AAV treatment interaction.

|  | CD F1 control-AAV  (*n*=12 mice) | MD F1 control-AAV  (*n*=12 mice) | CD F1 Kcnmb2-AAV  (*n* = 8 mice) | MD F1 Kcnmb2-AAV  (*n* = 8 mice) | Statistical analysis |
| --- | --- | --- | --- | --- | --- |
| Mean +/- SEM | Mean +/- SEM | Mean +/- SEM | Mean +/- SEM |
| Hidden version of the Morris water maze  Training trials:  - Escape latencies (s)  Day 1  Day 2  Day 3  Day 4  Day 5  Day 6  Day 7  Probe trial:  - Swim speed during probe trial (cm/s)  - Thigmotaxis during probe trial (% time)  - Cumulative proximity to target during probe trial (cm) | 45.8 +/- 3.9  34.3 +/- 1.8  27.3 +/- 1.8  14.5 +/- 2.1  11.3 +/- 1.5  13.8+/- 2.8  10.8 +/- 1.9  15.8 +/- 0.5  8.2 +/- 1.7  1295 +/- 68.17 | 46.6 +/- 5.8  35.4 +/- 3.8  30.1 +/- 3.4  15.5 +/- 2.3  12.8 +/- 2.1  12.5 +/- 1.6  9.2 +/- 1.7  16.3 +/- 0.6  7.5 +/- 1.6  1495 +/- 74.69 | 45.6 +/- 5.9  32.6 +/- 4.9  30.1 +/- 5.9  12.4 +/- 2.7  10.4 +/- 1.2  11.9 +/- 4.0  6.9 +/- 2.1  16.5 +/- 0.6  7.6 +/- 2.9  1297 +/- 78.93 | 45.5 +/- 6.3  35.3 +/- 4.3  27.8 +/- 5.8  14.1 +/- 1.3  12.6 +/- 1.6  12.6 +/- 3.9  8.9 +/- 2.4  16.0 +/- 0.9  7.6 +/- 1.9  1365 +/-92.44 | ThrwA:  pd, *P*=0.6131  aav, *P*=0.5511  d, *P*<0.0001  i(d x pd), *P*=0.9987  i(d x aav), *P*=0.9992  TwA:  pd, *P*=0.9896  aav, *P*=0.8139  i, *P*=0.4327  TwA:  pd, *P*=0.8862  aav, *P*=0.8974  i, *P*=0.8682  TwA:  pd, *P*=0.0994  aav, *P*=0.4265  i, *P*=0.4136 |

**Supplementary Table 6. Summary of Morris water maze data of control diet (CD) and methyl diet (MD) F2 offspring.** TwA: Two-way ANOVA; gpd: effect of grandpaternal diet; d: effect of day; i: interaction.

|  | CD F2 offspring | | MD F2 offspring | | Statistical analysis |
| --- | --- | --- | --- | --- | --- |
| *n* | Mean +/- SEM | *n* | Mean +/- SEM |
| Hidden version of the Morris water maze  Escape latencies (s)  Day 1  Day 2  Day 3  Day 4  Day 5  Day 6  Day 7  Probe trial:  - Cumulative proximity to target (cm)  - Thigmotaxis (% time)  - Swim speed (cm/s) | 18 | 51.034 +/- 3.336  47.871 +/- 2.679  37.231 +/- 3.941  32.213 +/- 3.700  33.033 +/- 4.383  40.346 +/- 4.082  26.330 +/- 3.504  1490 +/- 115.20  15.35 +/- 2.714  24.95 +/- 1.944 | 16 | 49.860 +/- 2.879  45.090 +/- 3.988  36.433 +/- 4.428  29.456 +/- 3.320  31.268 +/- 4.244  32.555 +/- 4.539  24.674 +/- 4.005  1316 +/- 95.09  18.64 +/- 3.485  22.02 +/- 1.596 | TwA:  gpd, *P*=0.3408  d, *P*<0.0001  i, *P*=0.9688  t-test, *P*=0.2588  t-test, *P*=0.4564  t-test, *P*=0.2597 |

**Supplementary Table 7. Primers used for targeted DNA methylation (pyrosequencing) assays.**

| Type of primer | Name of primer | Primer sequence (5’-3’) |
| --- | --- | --- |
| Forward  Reverse  Sequencing  Sequencing  Sequencing  Sequencing  Sequencing | KCNMB2_P1_F1  KCNMB2_P2_F2  KCNMB2_P1_R1  KCNMB2_P2_R2  KCNMB2_P1_S1  KCNMB2_P1_S2  KCNMB2_P1_S3  KCNMB2_P2_S4  KCBMB2_P2_S5 | aggatttggaaatttaatttag  gtttggataggtttttatagagt  ctccctaactcataactttact  tcctaccttcaaaaattatc  ttagtaggtagggtggt  ggaagaaatgttgga  ttttaaaaatagtttgg  tttttaaatttttgtagatat  ggaaaggtaaagatga |

**Supplementary Table 8. Assay information for targeted DNA methylation (pyrosequencing) analyses.**

| Assay | Sequencing primer | Sequence to analyze (5’-3’) |
| --- | --- | --- |
| CpG 1 to 3  CpG 4 to 6  CpG 7 to 9  CpG 10 to 11  CpG 12 to 14 | KCNMB2_P1_S1  KCNMB2_P1_S2  KCNMB2_P1_S3  KCNMB2_P2_S4  KCNMB2_P2_S5 | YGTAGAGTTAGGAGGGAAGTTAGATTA  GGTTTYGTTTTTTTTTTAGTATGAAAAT  TYG  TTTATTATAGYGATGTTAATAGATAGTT  TATTATAGTATTTAATAAAAATAGAAGT  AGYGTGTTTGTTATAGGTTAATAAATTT  TATTTTTTGTAYG  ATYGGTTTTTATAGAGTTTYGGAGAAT  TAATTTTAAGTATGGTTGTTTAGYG  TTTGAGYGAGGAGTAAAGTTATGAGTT  AGYG  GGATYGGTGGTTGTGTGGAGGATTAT  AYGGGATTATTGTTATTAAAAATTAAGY  G |

How the deposited data were processed for this re-analysis (not part of the article)

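Gene expression was measured in hippocampus of 4 groups of offspring: CD F1, MD F1, CD F2 and MD F2, with 6 arrays per group and 24 in all. The groups and replicate numbers follow the sample labels, and the paper gives the number of arrays and the pools of 4 mice per array. The labels give an age of 4 weeks and the paper describes the mice as adult. Each group was spread over 3 of the 6 slides with 2 arrays per slide, so that diet was balanced over slides. The 2 generations shared no slide, and each was scanned on 1 day of its own.

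The authors' files hold the output of Agilent's Feature Extraction software for each array. Their headers name version 10.7.3.1, which is another version than the methods state, and a scanner model other than that of the methods. The intensities used here are the processed signal, which is background-subtracted and detrended within the array, linear and not scaled between arrays. A table of the authors' processed values of the same arrays was used as an alternative. It holds linear intensities that had been quantile-normalized within each generation, since the sorted values of the arrays differed by at most 0.037 (log2) within F1 and 0.034 within F2, and on the log2 scale its correlation with the processed signal was 0.989 or higher on every array.

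Of the 44397 spots of an array, 43020 are not controls, and they hold 39429 distinct probes, of which 399 have more than 1 spot. Spots marked as non-uniform or as population outliers by the software (1939 in F1 and 2097 in F2) were left out, the rest of the spots of a probe were averaged as log2 values, and arrays were quantile-normalized within each generation, or all 24 together for the comparison of the generations. A probe needed values on at least 2 arrays per group, which removed 6 probes from the F2 comparison and from the comparison of the generations. A linear model was fitted with limma 3.58.1 in R 4.3.3 with the group means as the only terms and its default moderation of the variances. The comparisons were MD F1 against CD F1, MD F2 against CD F2, and the difference of these effects between the generations (diet by generation interaction). Probes were called at a Benjamini-Hochberg FDR under 0.1. Single values per array were compared by two-sided exact permutation tests over all 924 splits of 12 arrays. Depth is given as the median intensity and the number of spots well above background on each array; the number of arrays limits the precision of each value. A probe that was not well above background on any array of a group was given no fold change. Probes were matched to symbols through the identifiers of the arrays (26055 probes, 19751 symbols). No coordinates were used.

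Gene lists were written before the data were examined, for motile cilia, choroid plexus, thalamus, striatum, the one-carbon and methionine cycle, the DNA methylation machinery and immediate early genes, and all olfactory receptor genes formed another list. The motile cilia list left out the cilia genes of Supplementary Table 3. Each gene was represented by its brightest probe. The 8 lists were tested in F1 and F2 with limma's camera (preset correlation between genes of 0.01) and with fry, with Benjamini-Hochberg adjustment over 16 tests and a threshold of 0.05. The lists for thalamus and striatum, which border the hippocampus or lie near it, and for choroid plexus measure tissue carried over in the dissection.

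Genes were named by a rule written before the data were examined. It covers the genes whose expression the paper names, with the housekeeping genes Actb, B2m, Gapdh and Gusb, the other BK channel genes and Mat1a and Mat2b, the 10 probes with the smallest p in F1 and the 5 in F2, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and up to 5 members with the largest change of each list past its threshold. Crygn, Cfap161, Ces3b, Stk32c and Ccdc153, called in the comparison of the generations, were named after their values were seen where the rule does not cover them. Not every gene of Supplementary Table 3 is reported by name here.

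Alternatives covered scaling to the 75th percentile, no scaling, other intensity columns and background corrections, leaving out dim probes, spots marked as irregular, the slide, the replicate number, the sex measure, the code of the F2 labels or the choroid plexus level as a further term, a fit of all 24 arrays, the authors' processed table, other variance priors, array weights, 1 probe per gene, a stricter FDR, other list tests, and leaving out each array. Chance was assessed with 100 splits of the arrays, the real split included. The fit was tested on simulated data in which 200 probes were given a log2 change of 1 between groups. It recovered 82.0% of them in the F1 comparison, 62.5% in the F2 comparison and 58.5% in the comparison of the generations, with 9.89%, 10.1% and 12.7% false calls, and made 0 calls in limma where no change was added, with 1959, 1981 and 2015 probes at an unadjusted p under 0.05. The simulated noise was drawn independently for each probe, so these numbers do not cover probes that vary together, as on real arrays. The lists of differentially methylated regions, the qPCR, the pyrosequencing and the behavioral data were not analysed here.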

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

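The tests of explanations reported here were chosen after the results were seen, except for 3: the splits of the arrays for the 5 interaction probes, and, for the motile cilia list in F1, the test of choroid plexus carried over and that of a varying amount of ependyma.

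Of 72 sets of 6 arrays (18 measures in each of the 4 groups), 17 held an array far from the others of its group, where chance would give about 1 in 20, or 3.6. Many of these measures depend on each other, and the distant values belong to 6 arrays.

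MD F1 replicate 6 had a mean correlation with the other arrays of its group of 0.986 (other MD F1 arrays 0.992 to 0.993). Its score on the first principal component was 117 (-12.3 to 6.95), and its log2 signal was 3.96 for the listed Kcnmb2 probe (4.48 to 4.61). Its median intensity, 167, was the lowest of F1. A lower signal as the whole cause is argued against by the bright probes, where noise near the background has no part: in the brightest quartile of probes its departures from the other arrays had an SD of 0.48, against 0.119 to 0.213 on the other 11. Differences in the expression of whole genes cannot be told apart from departures of single probes: over 4191 genes, the departures of the 2 brightest probes of a gene had a correlation of 0.227, within 0.137 to 0.289 on the others, and a covariance of 0.0746 (0.00263 to 0.0210), so that the shared part grew along with the departures. Thalamus, striatum or choroid plexus carried over in the dissection should raise the list of that tissue, and the array lay above the other F1 arrays in 0 of these 3 lists (below them in striatum, 8.95), which argues against such tissue as what sets it apart. Other tissue was not tested. RNA quality of the array was not tested. Its sex measure, 0.161, was the highest of F1 (-2.15 to -0.783 on the other MD F1 arrays) and its log2 signal of Xist, 9.03, the lowest (9.98 or more on the others). Of the Y-linked genes, Eif2s3y (12.9) and Kdm5d (8.59) were the highest of F1 on this array. Ddx3y (9.93) and Uty (5.31) lay below every CD F1 array (10.0 to 10.3 and 5.39 to 5.77), so that the Y-linked genes disagree. In F2, the 3 arrays with Xist and not Ddx3y had mean correlations with the other arrays of their groups of 0.9859, 0.9857 and 0.987. Apart from CD F2 replicate 6 and MD F2 replicate 3, the other F2 arrays had 0.9856 to 0.988. This argues against a different sex composition of its pool as the whole cause of the low correlation. For its other measures that explanation stays open and was not tested.

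CD F2 replicate 6 and MD F2 replicate 3 differed from their groups in the same measures. Spots well above background numbered 28000 and 27383 (32809 or more on the other arrays of either group). The mean correlations with the other arrays of their own groups were 0.976 and 0.974, and the scores on the first principal component 100 and 125. The mean log2 signal of the olfactory receptor list, close to the background, was 2.97 and 3.00 (2.52 to 2.63 on the others), and that of the DNA methylation machinery list was 9.80 on CD F2 replicate 6 (9.59 to 9.65 on the others of its group). The SD of the negative control spots was also highest on these arrays, 3.77 and 4.40 (1.59 to 2.57 on the other F2 arrays). They had the most irregular spots of F2, 242 and 257 (111 to 216 on the others). Both arrays lie on the same slide, which also holds CD F2 replicate 4 and MD F2 replicate 4, and they belong to different diets, so that the diet does not set them apart. No explanation was tested further. With the slide as a block the F2 count stayed 0 in limma (2388 F2 differentially expressed probes at an unadjusted p under 0.05).

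MD F2 replicate 6 had a sex measure of -7.43 (5.23 to 7.26 on the other MD F2 arrays) and a log2 signal of 9.76 for the second Mat2a probe (10.5 to 10.8). The first value follows from an array with Xist and not Ddx3y well above background. CD F2 replicates 3 and 5 had Xist and not Ddx3y as well, with 10.78 and 10.69 for the second Mat2a probe, the lowest values of their group (10.82 or more on the others). The sex of the array therefore stays open as an explanation of the Mat2a value and was not tested. CD F1 replicate 4 had a log2 signal of 11.1 for Ttr (15.2 to 16.5 on the other CD F1 arrays). MD F1 replicate 4, on the same slide, also had 11.1 (14.6 to 17.7 on the other MD F1 arrays), so that the diet does not set the low Ttr signal apart, and the choroid plexus list was the lowest of each group on both arrays (7.75 and 7.81). MD F2 replicate 2 had means of 8.19 for the motile cilia list (7.59 to 7.73) and 10.8 for the choroid plexus list (7.09 to 8.42). Ttr is among the most abundant transcripts of choroid plexus. A varying amount of choroid plexus in the dissected tissue is a candidate explanation of these values: the genes of the choroid plexus list moved together within groups (mean correlation 0.830 in F1 and 0.941 in F2, with 0 of 1000 random lists as high), and across the F2 arrays the list differed between the codes lh and rh of the labels (exact permutation test, p = 0.0195). Its mean was 10.3 on the 6 arrays coded lh and 7.77 on the 6 coded rh. The labels do not state what the code means, so that a difference in the dissection and any other difference between the codes stay open. With the diet as a further term, 10 probes differed between the codes at an FDR under 0.1 in limma, 5 in each direction.

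The effect of diet differed between F1 and F2 at an FDR under 0.1 for 5 probes: Crygn (difference of log2 fold changes 1.09, FDR 0.0228), Cfap161 (0.91, FDR 0.0357), Ces3b (-1.45, FDR 0.0357), Stk32c (-1.19, FDR 0.0384) and Ccdc153 (1.11, FDR 0.0661). In 5 of 100 splits of the arrays within each generation there were as many, so that chance cannot be excluded. For the motile cilia list the median difference was 0.656 (camera p 3.58e-17, fry p 0.00380, FDR 0.0304 with fry and 0.125 with an estimated correlation), positive in 32 of 37 genes. In 2 of 100 splits camera gave a p as small, which is under the share of 0.05, with no adjustment over the other tests by splits. The splits ignored the codes of the F2 labels, so that chance within the codes stays open for this list too. The motile cilia list interaction was 0.298 with the choroid plexus level as a covariate (camera FDR 1.15e-10). For the choroid plexus list the median difference was 2.09 (camera FDR 2.29e-11, fry FDR 0.189, 0.316 with an estimated correlation), positive in 24 of 24 genes. In 14 of 100 splits camera gave a p as small, so that these splits do not exclude chance. They were drawn without regard to the codes of the F2 labels, between which this list differed, and cannot decide on chance within the codes. The DNA methylation machinery list had a median difference of -0.05 (mean -0.13), which passed with fry (FDR 0.0357) and not with camera (FDR 0.145) or an estimated correlation (FDR 0.188), and was not examined further. Generation, slide and scan day coincide, but every slide holds both diets.

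In lists the paper does not discuss, the motile cilia list was higher in MD F1 (median log2 fold change 0.275, or -0.075 without normalization, where the median of all probes was -0.28; camera FDR 1.65e-07, higher for 32 of 37 genes, mean 0.199) and lower in MD F2 (-0.468, camera FDR 2.76e-10, lower for 31 of 37). Neither passed with fry (FDR 0.0876 and 0.221) or with an estimated correlation (FDR 0.427 for both). As many as 7 of 100 splits in F1 and 8 of 100 in F2 gave a camera p as small, so that chance cannot be excluded in either generation. The largest changes in F1 were in Spef2 (-0.84), Tctex1d4 (0.65), Mlf1 (0.59), Tekt1 (0.48) and Foxj1 (0.46), and in F2 in Cfap52 (-1.16), Mlf1 (-0.89), Cfap65 (-0.82), Tmem212 (-0.79) and Dynlrb2 (-0.75). Choroid plexus carried over in the dissection, as the whole cause in F1, is argued against by the median of 0.227 that remained with the choroid plexus level as a covariate (fry p 0.00319, camera p 3.70e-08). In F2 the median fell to -0.0926 with that covariate (fry p 0.142, camera p 0.000138), which is in line with choroid plexus as a source of most of the F2 difference. A varying amount of ependyma, the ciliated lining of the ventricles, may also contribute, since the genes of the list moved together within the F1 groups (mean correlation 0.278, with 0 of 1000 random lists as high). A change of ciliated cells through the paternal diet stays open and was not tested.

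The choroid plexus list was higher in MD F1 (median 0.432, camera FDR 0.0466, 24 of 24 genes) and lower in MD F2 (-1.64, camera FDR 3.10e-11, 24 of 24 genes), with fry FDRs of 0.548 and 0.374 and estimated-correlation FDRs of 0.750 and 0.522. In F1 the largest changes were in Calml4 (0.70), Slc4a5 (0.62), Folr1 (0.59), Otx2 (0.59) and Cldn1 (0.57), and in F2 in Kcnj13 (-2.34), Ttr (-2.33), Clic6 (-2.29), Ecrg4 (-2.28) and Folr1 (-2.22). In 60 of 100 splits in F1 and in 14 of 100 in F2 the camera p was as small, so that these splits do not exclude chance. The F2 splits were drawn without regard to the codes lh and rh, between which this list differed. They therefore cannot decide on chance within the codes. On the lh arrays the list mean was 11.17, 11.57 and 11.5 in CD F2 and 8.42, 10.81 and 8.27 in MD F2. On the rh arrays it was 7.25, 10.81 and 7.13 in CD F2 and 7.12, 7.09 and 7.24 in MD F2. The choroid plexus list F1 value was not past the threshold without CD F1 replicate 3 (median 0.398), CD F1 replicate 4 (0.128), MD F1 replicate 1 (0.354), MD F1 replicate 3 (0.233) or MD F1 replicate 5 (0.147). The cause of these differences between the diets was not tested: the codes lh and rh exist only in F2 and are balanced over the diets there.

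The immediate early genes list was lower in MD F1 (median -0.0932, camera FDR 0.0466, 18 of 24 genes) and in MD F2 (-0.124, camera FDR 0.000127, 19 of 24 genes), with fry FDRs of 0.435 and 0.0876 and estimated-correlation FDRs of 0.522 and 0.138. The largest changes in F1 were in Dusp1 (-0.44), Fosl2 (0.38), Fos (-0.31), Ier2 (-0.30) and Fosb (-0.25), and in F2 in Fos, with the value given at the F2 comparison, Egr2 (-0.65), Fosb (-0.40), Ier5 (-0.40) and Egr1 (-0.33). The immediate early genes list F1 value was not past the threshold without CD F1 replicate 4 (-0.101), 5 (-0.0744) or 6 (-0.0838), or without MD F1 replicate 3 (-0.0918), 4 (-0.0812) or 5 (-0.0847). With 20 of 100 splits in F1 and 5 of 100 in F2 as extreme, chance cannot be excluded. Over all lists, 10 of 100 splits gave as many tests past the threshold. These genes respond to handling before death, and neither that nor a biological explanation was tested.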

How the results depend on the processing

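Most alternatives were set before the data were examined. Chosen after the data were seen were the median signal of the spots (raw, or with normexp background correction), keeping irregular spots, the choroid plexus level as a covariate, the code of the F2 labels in the list tests, leaving out probes that were not well above background on at least 4, 8, 10 or all 12 arrays of F1 or, for the residual SD, on all 24 arrays, and leaving out single arrays for the second Mat2a and Kcnmb2 probes. The alternatives that were to use the mean signal of the spots (raw, or normexp with an offset of 50) were not run, since the columns analysed here hold the median and not the mean. Where no cause is given below, the cause was not tested.

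The number of F1 differentially expressed probes, 13, was the result that depended most on the processing. It was 13 with the authors' processed table (the same 13 probes), 12 with irregular spots kept and 9 with probes limited to those well above background on at least 4 arrays. Scaling to the 75th percentile gave 4 (0 higher, 4 lower in MD F1), normexp on the median signal 5, the raw median signal 3, a trended and robust variance prior 3, and 1 probe per gene, which tests fewer probes, 5. Leaving out probes that were not well above background on at least 6 arrays gave 6, and the limits of 8, 10 and all arrays, which test fewer probes, gave 41, 43 and 42. A fit of all 24 arrays gave 73 and array weights 557 (222 higher, 335 lower). Without normalization there were 7952 (22 higher, 7930 lower), where the median log2 fold change of all probes was -0.28. The count by limma was 0 at an FDR of 0.05 (5694 probes at an unadjusted p under 0.05), 0 with the slide as a block (5581) and 0 with the sex measure as a covariate (3921). Leaving out 1 array at a time gave 0 to 152: 152 without MD F1 replicate 6, 34 without MD F1 replicate 1, 5 without CD F1 replicate 6 and 0 without each of the other arrays, with 4375 to 6288 probes at an unadjusted p under 0.05 over all 12. MD F1 replicate 6 had the lowest array weight, 0.159.

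The replicate numbers of the labels did not pair the arrays: the departures of the CD and MD arrays of a number from their group means had correlations between -0.19 and 0.29 in F1 and between -0.44 and 0.44 in F2. With the replicate number as a block, which spends degrees of freedom, there were 0 F1 differentially expressed probes by limma (5278 at an unadjusted p under 0.05) and 27 diet by generation interaction probes. In the same block fit the Kcnmb2 F1 value was -0.81 (FDR 0.251), and the Supplementary Table 3 probes F2 value was -0.050 (fry p 0.0129).

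Kcnmb2 F1 kept its direction in every alternative run (log2 fold change -1.22 to -0.18, FDR 0.0375 to 0.279). It lost the call with 75th percentile scaling (-0.97), normexp on the median signal (-0.18), the raw median signal (-0.34), the sex covariate (-0.63), the slide block (-0.81) and the trended and robust prior (-0.81). Without single arrays it ranged from -0.86 to -0.72, called without MD F1 replicate 1 (FDR 0.0893) or MD F1 replicate 6 (FDR 0.0533) and not called without any other. Mat2a F1 was lower in MD F1 in every alternative run (-0.60 to -0.35, FDR 0.0528 to 0.324). It passed the threshold in the fit of all 24 arrays (-0.39), with array weights (-0.44), without normalization (-0.60), and with probes limited to those well above background on 8, 10 or all arrays (-0.41 in each). Without single arrays it ranged from -0.44 to -0.38 and passed only without MD F1 replicate 6 (FDR 0.0956).

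In the F2 comparison the count of 0 by limma became 18 in the fit of all 24 arrays, and 0 to 1 without single arrays (1 without MD F2 replicate 1 or MD F2 replicate 2). It stayed 0 in all other settings, with 547 to 4556 probes at an unadjusted p under 0.05. The sign of Mat2a F2, near 0, changed with 75th percentile scaling (0.056), no normalization (0.013), normexp (0.00011) and raw median signal (0.00026) and the sex covariate (0.0039), and ranged from -0.049 to 0.021 without single arrays. That of Kcnmb2 F2 changed without normalization (-0.0063) and with normexp (-0.012) and raw median signal (-0.011), and without single arrays it was 0.05 to 0.23. The Supplementary Table 3 probes F2 value, -0.05, was -0.078 with array weights (fry p 0.0284), 0.023 without normalization, and -0.09 to -0.0084 without single arrays. The F2 to F1 residual SD, 1.27, was 1.17 over probes well above background on all 24 arrays, a limit chosen after the data were seen, and 1.25 to 1.37 in the other alternatives, against a jackknife SD of 0.252.

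The 5 diet by generation interaction probes became 481 with array weights, 11 with dim probes left out, 9 with normexp and 9 with raw median signal, 12 with the sex covariate and 0 without normalization (limma, 2764 at an unadjusted p under 0.05). Without single arrays there were 3 to 41. The count was 41 without CD F2 replicate 6, 29 without MD F2 replicate 2, 20 without MD F1 replicate 1, 16 without CD F2 replicate 4, 10 without CD F2 replicate 5, 8 without CD F1 replicate 5, and 3 without CD F1 replicate 2 or MD F2 replicate 5. With array weights both Kcnmb2 interaction (-0.95, FDR 0.0205) and Mat2a interaction (-0.41, FDR 0.0797) passed the threshold. Without single arrays they ranged from -1.07 to -0.89 and from -0.42 to -0.34, and Kcnmb2 interaction also passed without CD F2 replicate 5 or MD F2 replicate 2.

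Of the 16 list tests, 6 passed with camera, 0 with fry and 0 with an estimated correlation, and 3 with the choroid plexus covariate. In the other alternatives 5 to 7 passed. The motile cilia set F1 median was 0.28 with fry (FDR 0.0876) and with the estimated correlation (FDR 0.427), neither past the threshold, and -0.075 without normalization, where it still lay above the median of all probes. It ranged from 0.23 to 0.30 without single arrays, all past the threshold. The choroid plexus list F1 median became -0.01 with its own level as the covariate, as that setting's construction makes it.

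Among single genes, the 31 other probes of Supplementary Table 3 had 403 values under the alternatives, of which 0 were reversed, 309 stayed on the same side of the threshold, 37 fell below it and 57 rose past it. A_55_P2137246 F1, a called probe not well above background on any F1 array, went from -1.09 to 0.044 with normexp, and neither value measures a fold change. Kcnmb1 F1 was 0.099 with the sex covariate. Without single arrays, which was added for the second probes after the data were seen, the Mat2a other probe F1 value stayed between -0.36 and -0.20. The Kcnmb2 other probe F1 value, near 0, lay between -0.15 (without MD F1 replicate 6) and 0.088, and its sign changed without CD F1 replicate 3 (0.030), MD F1 replicate 1 (0.037), 2 (0.0067) or 5 (0.088). The signs of the control genes changed where the values were near 0. Without normalization, Actb F1 was -0.061, Gapdh F1 -0.13 and Gusb F1 -0.24. With normexp and with the raw median signal, Actb was -0.0049 and -0.0050, Gapdh -0.020 and -0.020, B2m F1 0.0273 and 0.0271 and Mat2b F1 0.0092 and 0.0095. With 75th percentile scaling B2m was 0.031 and Mat2b 0.024. With array weights B2m was 0.022 and Gusb -0.0368, and with the sex covariate B2m was 0.087 and Gusb -0.0367.

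Signal over background limits what the dimmest probes show. Of the 13 calls, 5 were for probes not well above background on any array of a group, and the listed Kcnmb2 probe was above it on 5 of 6 MD F1 arrays.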

Differences from the paper's values

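Supplementary Table 3 of the paper lists 33 probes at an FDR under 0.1, 7 higher and 26 lower in MD F1. In the deposited files the same threshold gave 13 probes, 2 higher and 11 lower. Of these, 7 are in the paper's table and 6 are not. An FDR depends on the number of probes tested, which was 39429 here and which the paper does not state, so the 2 counts may rest on unlike sets of probes. All 33 listed probes had an FDR of 0.153 or less here. With probes limited to those well above background on at least 6 arrays, the FDR of Mat2a was 10.3%. The log2 fold changes are on one scale, since the largest difference between a value here and the paper's was 0.028.

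Of the alternatives set before the data were examined, leaving out MD F1 replicate 1 brought the total to 34 and the probes lower in MD F1 to 30, within 1.5 times the paper's 33 and 26, while the probes higher in MD F1 were 4, against the paper's 7. In that setting, 16 of the paper's 33 probes were called. All other alternatives set before the data were examined differed from the paper in each of the 3 counts: 75th percentile scaling, no normalization, dim probes left out, the slide block, the replicate block, the sex covariate, all 24 arrays, the authors' processed table, the trended and robust prior, array weights, an FDR of 0.05, 1 probe per gene, and leaving out each of the other 11 F1 arrays. Array weights called all 33 of the paper's probes among 557. Leaving out MD F1 replicate 6 called 32 of them among 152. No normalization called 26 among 7952, and the fit of all 24 arrays 17 among 73.

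The further settings here were chosen after seeing the values. With probes limited to those well above background on at least 8 of the 12 arrays, 41 were called, with 30 lower and 11 higher in MD F1, and 32 of them are in the paper's table. On at least 10 arrays there were 43 (31 lower, 12 higher, 32 in the table), and on all 12 there were 42 (30 lower, 12 higher, 30 in the table). Their totals and numbers of lower probes lie within 1.5 times the paper's, and their numbers of higher probes do not. The methods of the paper name no such filter.

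For Mat2a, which the paper lists with an FDR of 9.45%, the FDR here was 12.8%, so that the probe was not called, although the values differ by less than 1.5 times. It was called in the fit of all 24 arrays (5.82%), with array weights (5.28%), without normalization (5.81%) and without MD F1 replicate 6, and, in settings chosen after seeing the values, with probes limited to those well above background on at least 8, 10 or all 12 arrays. For Kcnmb2 the paper's FDR was 5.80% and the FDR here 8.15%.

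The paper reports no group differences in the F2 arrays and gives no number of probes. The count here was 0 by limma (2209 probes at an unadjusted p under 0.05), and the fit of all 24 arrays, set before the data were examined, called 18.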

Other observations

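The tests of the lower signal of the MD F1 arrays, of the sex composition of the pools by limits from F2, of the sex of the F2 arrays and of chance for the probes of Supplementary Table 3 in F2 were chosen after the results were seen.

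In 2 of 100 splits of the F1 arrays, the real one included, there were as many probes at an FDR under 0.1. That is under the share of 0.05, with no adjustment over the other tests by splits. Of the 99 other splits, 18 gave at least 1 call, with 18 at most. Their numbers of probes at an unadjusted p under 0.05 ran from 556 to 5714 (median 1343), against 5694 in the real one. In F2, 19 of 100 splits had as many probes at an unadjusted p under 0.05, so that chance cannot be excluded. For the probes of Supplementary Table 3 in F2, fry gave a p as small in 16 of 100 splits, and chance cannot be excluded.

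The MD F1 arrays had a lower median intensity than the CD F1 arrays, by -0.322 on the log2 scale. As the whole cause of the F1 calls it is argued against by the F2 arrays: for 7 of the 8 called probes that were well above background on at least 1 array of each group, the F1 change lay beyond the 95% limit of what the F2 arrays give for the same difference in intensity. The exception was A_55_P2334927, the probe with the smallest p in F1. Its F1 change of -0.47 lay within the limits of -0.85 to -0.10, so that the lower signal stays open for it. The sex composition of the pools cannot be told apart from an effect of diet for all of the calls. It was compared with the 95% limit of the change over the whole range of the sex measure among the F2 arrays. For 4 of the same 8 probes, the F1 change was larger than this limit, whichever way the sexes were mixed. For these 4, that argues against the sexes of the pools as the whole cause. For the other 4 it was not larger. The range in F2 was 14.9, while the F1 group means differed by 0.738, so that lying inside the limits does not speak for the sexes. In the direction of the measured difference, 2 of the 8 lay inside the limits and 6 outside, while with the sex measure as a covariate 0 F1 differentially expressed probes were called in limma (3921 at an unadjusted p under 0.05). The other 5 called probes have no fold change to compare. An effect of the paternal diet stays open beside the sexes of the pools. The sex measure itself may hold more than the sexes. Xist was lower in MD F1 (log2 fold change -0.56), Kdm5d (0.49) and Eif2s3y (0.32) were higher, Uty was near 0 (0.03) and Ddx3y was lower (-0.12).

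On all 12 F1 arrays both Xist and Ddx3y were well above background. On the F2 arrays, 0 of 12 had both, which argues against pools of mice of both sexes on those arrays. The 9 arrays with Ddx3y and the 3 with Xist alone could each hold 1 mouse or a pool of 1 sex, as the paper's pools of 4 mice would allow, and the values cannot decide between these.

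The median ratio of the residual SD, F2 over F1, was 1.2666 (jackknife SD 0.252) over all probes and 1.17 over the 24094 probes well above background on all 24 arrays. A larger spread in F2, as a reason for fewer calls, cannot be told apart from equal spread by this ratio, and its possible sources were not tested. In simulated data with the spread of F2, 62.5% of probes with a log2 change of 1 were recovered. The called F1 probes with a fold change had a median size of 0.498, and the recovery of changes of that size was not tested.

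The lists without a call had median log2 fold changes, in F1 and F2, of -0.02 and -0.01 for thalamus (camera FDR 0.347 and 0.734), 0.04 and 0.09 for striatum (0.828 and 0.347; its F1 mean of -0.01 and camera direction were down), 0.08 and 0.01 for the one-carbon and methionine cycle (0.449 and 0.613; its F2 mean was -0.04), 0.00145 and 0.04 for the DNA methylation machinery (0.347 and 0.354; its F1 mean was -0.07) and 0.02 and 0.04 for 1056 olfactory receptor genes (0.864 and 0.347; camera's direction in F1 was down). Of the striatum list, 1 gene is also in another list.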
